# Upregulation of cancer-associated gene expression in activated fibroblasts in a mouse model of non-alcoholic steatohepatitis

**DOI:** 10.1038/s41598-019-56039-0

**Published:** 2019-12-20

**Authors:** Masahiro Asakawa, Michiko Itoh, Takayoshi Suganami, Takeru Sakai, Sayaka Kanai, Ibuki Shirakawa, Xunmei Yuan, Tomomi Hatayama, Shu Shimada, Yoshimitsu Akiyama, Katsuhito Fujiu, Yutaka Inagaki, Ichiro Manabe, Shoji Yamaoka, Tetsuya Yamada, Shinji Tanaka, Yoshihiro Ogawa

**Keywords:** Metabolic syndrome, Experimental models of disease, Non-alcoholic steatohepatitis

## Abstract

Non-alcoholic steatohepatitis (NASH), characterized by chronic inflammation and fibrosis, is predicted to be the leading cause of cirrhosis and hepatocellular carcinoma (HCC) in the next decade. Although recent evidence suggests the importance of fibrosis as the strongest determinant of HCC development, the molecular mechanisms underlying NASH-induced carcinogenesis still remain unclear. Here we performed RNA sequencing analysis to compare gene expression profiles of activated fibroblasts prepared from two distinct liver fibrosis models: carbon tetrachloride–induced fibrosis as a model without obesity and HCC and genetically obese melanocortin 4 receptor–deficient (MC4R-KO) mice fed Western diet, which develop steatosis, NASH, and eventually HCC. Our data showed that activated fibroblasts exhibited distinct gene expression patterns in each etiology, and that the ‘pathways in cancer’ were selectively upregulated in the activated fibroblasts from MC4R-KO mice. The most upregulated gene in these pathways was fibroblast growth factor 9 (FGF9), which was induced by metabolic stress such as palmitate. FGF9 exerted anti-apoptotic and pro-migratory effects in fibroblasts and hepatoma cells *in vitro* and accelerated tumor growth in a subcutaneous xenograft model. This study reveals upregulation of cancer-associated gene expression in activated fibroblasts in NASH, which would contribute to the progression from NASH to HCC.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is considered as the hepatic phenotype of metabolic syndrome, and its prevalence is growing in parallel with the global epidemics of obesity and type 2 diabetes^1,2^. The clinical spectrum of NAFLD ranges from simple steatosis to non-alcoholic steatohepatitis (NASH), the latter of which can proceed to cirrhosis and hepatocellular carcinoma (HCC). Besides chronic infection of hepatitis viruses and alcoholic consumption, much attention has been paid to NASH as a leading cause of HCC in the next decade^3,4^. Although a number of studies indicate the importance of fibrosis as the strongest determinant of HCC development^5–7^, it remains unclear how simple steatosis progresses to NASH, and what provides the carcinogenic tissue microenvironment.

Chronic inflammation is a common molecular basis of a variety of chronic diseases, including metabolic syndrome and cancer. During the course of tissue remodeling caused by chronic inflammation, sustained interaction between stromal cells, such as macrophages and fibroblasts, and parenchymal cells leads to tissue dysfunction. Considering substantial evidence that cancer-associated fibroblasts (CAFs) play key roles in tumor progression and metastasis through creating tumor microenvironment^8^, activated fibroblasts in fibrotic tissues would contribute to tumor development. In response to liver injury, hepatic stellate cells (HSCs) transdifferentiate into activated fibroblasts, which are characterized by specific phenotypes including proliferative, contractile, inflammatory, migratory, and enhanced extracellular matrix (ECM) producing capacities^9,10^. HSCs are activated by multiple interactions with other cell types including parenchymal cells (hepatocytes) and non-parenchymal cells (NPCs)^11–13^, suggesting that fibroblasts harbor distinct activation status in each fibrotic pathology. In addition to the previously reported profibrotic factors such as transforming growth factor-β (TGFβ) and platelet-derived growth factor, the study of fibroblasts in NASH may elucidate specific pathways activated in metabolic stress-induced liver fibrosis, and thus gives insights into the molecular mechanisms underlying liver fibrosis-mediated HCC development. However, isolation of fibroblasts from fibrotic livers is often hampered by tissue stiffness, a small population of fibroblasts, and lack of robust cell surface markers^14^.

To date, various animal models of NASH have been proposed using hepatotoxic agents, genetic engineering, and dietary challenges^15^, whereas few of them exhibit both obesity phenotypes and HCC development. In this regard, we previously reported melanocortin 4 receptor–deficient (MC4R-KO) mice as a novel murine model of NASH and HCC^15,16^. MC4R, a 7-transmembrane G protein–coupled receptor, is expressed in the hypothalamic nuclei and regulates food intake and energy expenditure^17^. MC4R-KO mice exhibit hyperphagic obesity, and then sequentially develop simple steatosis, NASH, and HCC on high-fat diet or Western diet (WD)^16^. The histological features and gene expression patterns of livers from MC4R-KO mice were closely similar to those of human NASH and HCC with metabolic risk factors^16,18^. Using this model, we demonstrated that CD11c^+^ resident macrophages would be a novel macrophage subset that accelerates obesity-induced liver fibrosis^19,20^. However, little is known about activated fibroblasts in the model.

In this study, we compared gene expression profiles of activated fibroblasts prepared from two distinct liver fibrosis models: MC4R-KO mice on WD and chemically induced liver fibrosis using carbon tetrachloride (CCl_4_) as a model of fibrosis without obesity and HCC development. RNA sequencing analysis revealed that activated fibroblasts exhibited distinct gene expression patterns in each etiology, and we focused on fibroblast growth factor 9 (FGF9), which belongs to the ‘pathways in cancer’ selectively upregulated in the activated fibroblasts from MC4R-KO mice. FGF9 is a secretory protein of the FGF family, whose expression has been reported in certain types of carcinomas in liver and other organs^21–23^. Our data showed FGF9 exerted anti-apoptotic and pro-migratory effects *in vitro* and it also accelerated tumor growth in a subcutaneous xenograft model. This study demonstrates the pathogenesis-specific activation of fibroblasts, which may contribute to the progression from NASH to HCC.

## Results

### Isolation of activated fibroblasts from distinct liver fibrosis models

To visualize activated fibroblasts or collagen-producing cells in the liver, we crossed MC4R-KO mice with collagen α2(I) promoter–driven green fluorescent protein transgenic (Col1a2-GFP Tg) mice (MC/COL mice). MC/COL mice developed NASH-like liver phenotypes after 20-week WD feeding, characterized by steatosis, hepatocellular ballooning, inflammatory cell infiltration, and pericellular fibrosis (Fig. 1a, Supplementary Fig. S1a), as previously reported^16^. We observed pericellular localization of activated fibroblasts or GFP-positive collagen-producing cells (Fig. 1b,c). We also employed a well-established chemically induced fibrosis model to compare the gene expression profiles of activated fibroblasts in both liver fibrosis models with or without HCC development. Col1a2-GFP Tg mice treated with CCl_4_ twice a week for 8 weeks developed perilobular fibrosis (Fig. 1a–c). The fibrosis area and the percentage of GFP-positive fibroblasts in non-parenchymal cells (NPCs) analyzed by flowcytometry were higher in the CCl_4_ model than in the NASH model (Fig. 1a,d, Supplementary Fig. S1b). Since HSCs are the main precursor of activated fibroblasts in the pathogenesis of liver fibrosis^24,25^, we separated HSCs from the wild-type healthy livers by density gradient centrifugation as a normal control. Using these steady-state HSCs and activated fibroblasts from NASH livers (NASH-fib) and CCl_4_-induced fibrotic livers (CCl_4_-fib), we performed RNA sequencing analysis to identify upregulated genes selectively in NASH-fib.

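RNA sequencing covered 3 libraries each of HSCs, CCl4-fib and NASH-fib, and each library was made from cells pooled from 3 to 5 mice. HSCs came from untreated livers, CCl4-fib from mice given CCl4 2 times per week for 8 weeks and NASH-fib from MC4R-KO mice on WD for 20 weeks. The RNA was amplified with the SMARTer kit and sequenced as single-end reads, which the authors aligned to mm10 with STAR. HOMER then counted reads of either strand on the exons of RefSeq genes, with at most 3 reads per position and 1 entry per gene. The deposited values are those counts multiplied by a single factor per library, so that every library sums to about 4471991. Dividing them by the value of 1 read gave whole reads for 100% of the values, and these recovered reads are the depth of each library. HSC libraries held between 3071070 and 3825522 reads on genes (median 3740541), CCl4-fib libraries between 4687349 and 5634273 (median 5258041) and NASH-fib libraries between 3289758 and 5021156 (median 4550212). A gene with 3 reads had a value between 2.38 and 4.37, depending on the library, and groups with at most 3 reads in every library were treated as being at the floor. Amplified reads without molecular identifiers are not independent molecules, so this floor covers counting error only. Reads of both strands were counted, so genes that overlap another gene share its reads, and 277 of the 24453 genes reached 3 reads per base in at least 1 library, where the limit per position flattens their values. The limit acts on single positions, so genes with fewer reads per base but uneven coverage can be flattened as well. The knocked-out gene Mc4r (NM_016977, chromosome 18, 66857705 to 66860487) had 0 reads in every HSC and CCl4-fib library and 4, 13 and 0 reads in NASH-fib replicates 1, 2 and 3, so its level could not check the labels. Groups were compared with limma on log2(value + 1), in 1 fit over the 9 libraries with a prior spread that follows the mean, for the 13651 genes that passed edgeR's filterByExpr (minimum count 10). A gene was called at a log2 fold change of at least 1 in size and an adjusted p under 0.05 (Benjamini-Hochberg), the limits in the legend of Fig. 2. Fold changes on this scale understate the change of genes with low values. An average RPKM over 100, the filter in the methods of the paper, was passed by 9.8% of the genes in Supplementary Table S1, and an average value over 100 by 89%, so no such filter was applied, while an average value over 100 in NASH-fib alone, passed by all 164, was tried as an alternative. With 3 libraries against 3, an exact two-sided permutation test gives no p under 0.1.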

**Figure 1:**
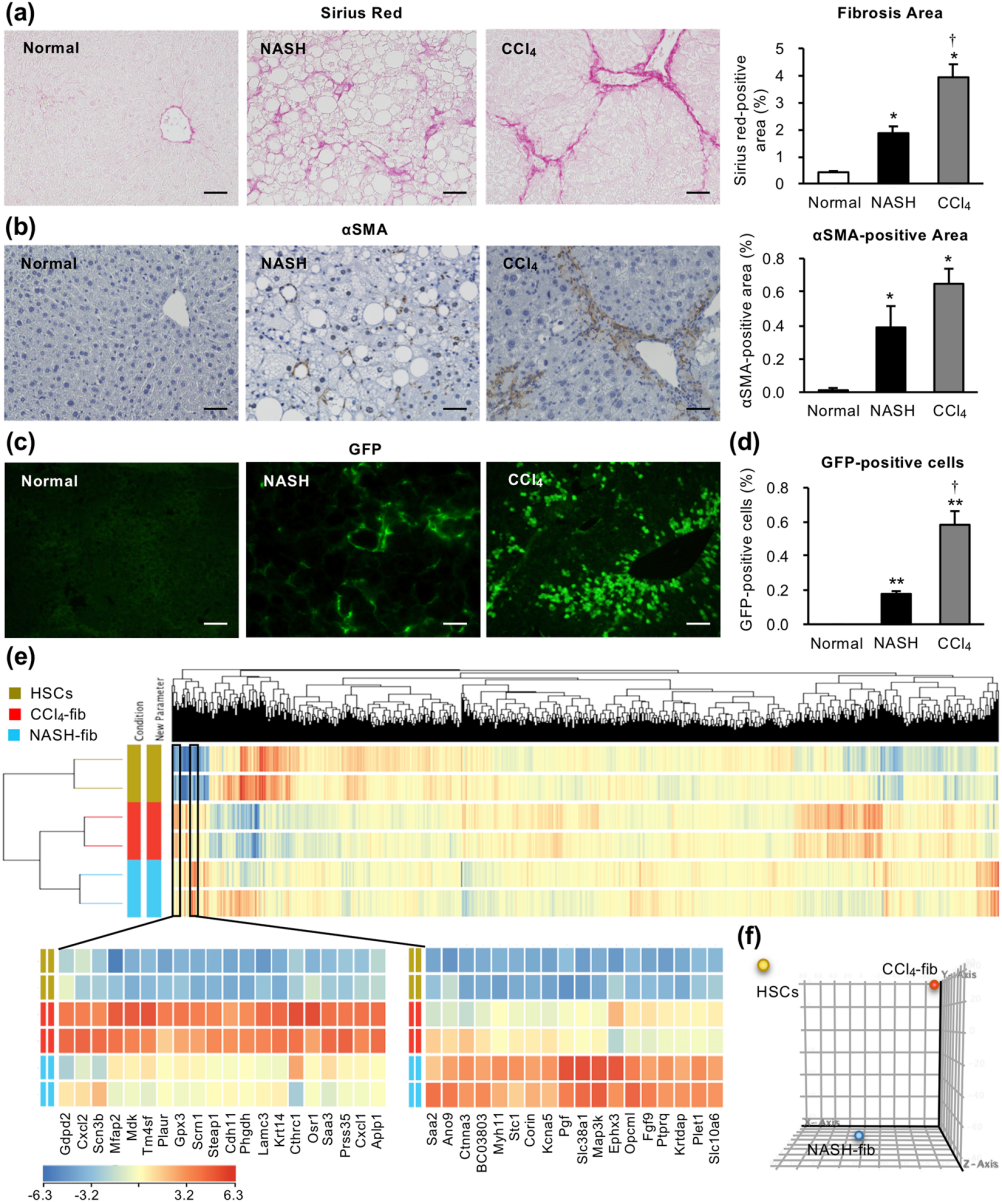
Evaluation of obesity- and carbon tetrachloride-induced liver fibrosis models. Col1a2-GFP Tg mice were crossed with MC4R-KO mice (MC/COL), and were fed Western diet (WD) for 20 weeks to develop NASH (NASH). Col1a2-GFP Tg mice were received carbon tetrachloride (CCl_4_) twice a week for 8 weeks (CCl_4_). (**a**) Sirius red staining and quantification of area positive for Sirius red. (**b**) Activated fibroblasts determined by αSMA immunostaining. (**c**) Type I collagen-producing cells visualized by GFP fluorescence. (**d**) Percentage of fibroblasts (CD45^−^ GFP^+^) in hepatic non-parenchymal cells analyzed by FACS. Scale bars: 50 μm. *n* = 6. *P < 0.05, **P < 0.01 vs. normal. ^†^*P* < 0.05 vs. NASH. Data represent mean ± SEM. (**e**) Unsupervised hierarchical clustering of RNA sequencing datasets of steady-state hepatic stellate cells (HSCs) and activated fibroblasts separated from NASH and CCl_4_-induced fibrotic livers (NASH-fib and CCl_4_-fib, respectively). Lower left and middle panels indicate the gene clusters upregulated selectively in CCl_4_-fib and NASH-fib, respectively. (**f**) Principal component analysis of gene expression data from HSCs, CCl_4_-fib, and NASH-fib.

### Gene expression profiles of activated fibroblasts in liver fibrosis models

Unsupervised hierarchical clustering and principle component analysis revealed that activated fibroblasts from different liver fibrosis models showed distinct gene expression patterns (Fig. 1e,f). 

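Pearson correlations of log2(value + 1) were computed across the 13651 tested genes, which are not independent replicates. Within groups they ran from 0.914 to 0.937 for CCl4-fib, from 0.833 to 0.914 for HSCs and from 0.768 to 0.908 for NASH-fib. Between groups they ran from 0.604 to 0.856 for CCl4-fib and NASH-fib, from 0.614 to 0.793 for HSCs and NASH-fib and from 0.495 to 0.649 for CCl4-fib and HSCs. For all 9 libraries, the library with the highest correlation was of the same group. Without NASH-fib replicate 3, this held for 6 of the other 8 libraries, the largest change among the alternatives tried. When the average-linkage tree was divided into 3 clusters, it put the 3 HSC libraries together, placed NASH-fib replicates 2 and 3 with the 3 CCl4-fib libraries and left NASH-fib replicate 1 alone. With Ward linkage, and with the genes of the highest variance, the 3 clusters were the 3 groups. NASH-fib replicate 1 had a correlation of 0.815 with NASH-fib replicate 3 and of 0.793 with HSC replicate 2. The first 3 principal components held 53%, 20.2% and 11.4% of the variance. On the first, HSC libraries scored from 96.2 to 169.9, CCl4-fib libraries from -130.2 to -111.5, and NASH-fib replicates 1, 2 and 3 scored 62.7, -61.4 and -17. The spread between NASH-fib libraries on this component was therefore larger than that within either other group.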

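In Fig. 1e, 19 gene labels of the cluster selective for CCl4-fib and 17 of the cluster selective for NASH-fib could be read in full, Slc38a11 and Map3k7cl being completed from Supplementary Table S1. All 19 genes of the first cluster were called higher in CCl4-fib than in both HSCs and NASH-fib, over all genes tested and adjusted over the list alone. Their log2 fold changes against NASH-fib ran from 2.19 (Cdh11) to 5.88 (Mfap2), with a median of 3.96. Mfap2 (NM_008546, chromosome 4, 141010637 to 141015984), which encodes a microfibril protein, had a value of 1409 ± 387 (SD, n = 3) in CCl4-fib, 42.5 ± 42.5 (SD, n = 3) in NASH-fib and 2.39 ± 4.14 (SD, n = 3) in HSCs. Its difference between CCl4-fib and NASH-fib had an adjusted p of 0.0147 from limma with Benjamini-Hochberg adjustment. Without CCl4-fib replicate 2, 4 of the 19 genes were called, without NASH-fib replicate 3, 11, and without CCl4-fib replicate 3, 12. All 17 genes of the second cluster had their highest mean in NASH-fib. Against HSCs, 16 of them were called, and Saa2 was not, with a log2 fold change of 3.49 (standard error 1.79, adjusted p = 0.297 from limma with Benjamini-Hochberg adjustment). Against CCl4-fib, 5 were called, namely Opcml (log2 fold change 3.54), Map3k7cl (3.23), Fgf9, Ptprq (2.80) and Krtdap (2.43), and adjusted over the list alone 7 were higher than in both other groups. Since the study chose both lists on these libraries, the values over the lists alone are not independent evidence. Over all 17 genes the log2 fold change against CCl4-fib had a median of 1.86, with the lowest value, 1.08, for Myh11, a smooth muscle marker. Opcml (NM_177906, chromosome 9, 27791269 to 28925048), a cell adhesion gene, had a value of 236 ± 107 (SD, n = 3) in NASH-fib and 24.3 ± 22.8 (SD, n = 3) in CCl4-fib, and had 0 reads in HSCs, against which it was at least 61.6-fold higher. Without CCl4-fib replicate 2, CCl4-fib replicate 3 or NASH-fib replicate 3, 0 of the 17 genes were called higher than in both other groups, while 6 were higher than in both at an unadjusted p under 0.05 in each of these fits. Without NASH-fib replicate 1, 3 were called.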

Interestingly, a gene cluster highly upregulated selectively in CCl_4_-fib included factors already known as their pathophysiological roles in liver injury and fibrosis^26–28^, whereas most of the genes selectively upregulated in NASH-fib haven’t been reported in this context. The comparison between NASH-fib and HSCs was shown in Fig. 2a as a volcano plot. 

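Between NASH-fib and HSCs, 1124 genes were called higher and 587 lower in NASH-fib (limma with Benjamini-Hochberg adjustment). For 1114 of the 1124, every NASH-fib library lay above every HSC library, and the libraries of these groups lay fully apart for 24.4% of all tested genes, where 10% would by chance. Of the alternatives, restriction to the 1080 genes with an average RPKM over 100 moved the count most, to 84 higher genes. Only 1 date in the library labels covered all groups, with 1 library each, which is too few for a comparison within a date, and a fit with the date as a term called 549 genes higher and 119 lower. Without HSC replicate 1, 325 genes were lower. Mmp3 (NM_010809, chromosome 9, 7445822 to 7455974), which encodes a matrix metalloproteinase, had the largest increase, from 3.40 ± 5.88 (SD, n = 3) in HSCs to 4300 ± 1442 (SD, n = 3) in NASH-fib. Its log2 fold change was 10.86 (standard error 0.84, adjusted p = 3.49e-05 from limma with Benjamini-Hochberg adjustment). Aspn followed with 10.36, though it overlaps Cenpp on the opposite strand, and Olfr558, Casq2 and Ebf1, all at the floor in HSCs, were at least 468-fold, 351-fold and 202-fold higher, Olfr558 and Casq2 being markers of smooth muscle. Hhip had the largest decrease, with a log2 fold change of -8.12, and Egfem1, at the floor in NASH-fib, was at least 75.6-fold lower. Among genes of activated fibroblasts, Col1a1 rose by a log2 fold change of 2.75 (standard error 0.35, adjusted p = 0.000481 from limma with Benjamini-Hochberg adjustment), Col1a2 by 1.98 and Acta2 by 6.81, and Col1a2 and Acta2 reached 3.59 and 3.94 reads per base, where their values flatten. Of a list of 140 genes of extracellular matrix and cell adhesion, written by hand rather than taken from GO, 133 were tested and 57 were called higher, where 11.0 would be by chance (odds ratio 8.75, adjusted p = 1.42e-26, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 8 tests of 4 lists in 2 comparisons). The excess also held under camera with its preset correlation (adjusted p = 1.46e-10), with an estimated correlation (adjusted p = 0.0193) and under fry (adjusted p = 5.6e-05). The nearest Reactome set, extracellular matrix organization, gave 61 such genes.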

A total of 396 genes were upregulated more than 2-fold (log_2_ fold change ≧ 1) in NASH-fib against HSCs, and GO analysis revealed that genes related to cell adhesion, extracellular matrix organization, cellular response to TGFβ, and wound healing were activated in NASH-fib compared to HSCs (Fig. 2b). On the other hand, GO analysis on 700 genes upregulated more than 2-fold in NASH-fib compared with CCl_4_-fib indicated activation of genes related to lipid metabolism (Fig. 2c,d). 

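Between NASH-fib and CCl4-fib, 678 genes were called higher and 773 lower in NASH-fib. The libraries of these groups lay fully apart for 673 of the 678 higher genes and for 39.1% of all tested genes. The count of higher genes moved most when the level of 15 hepatocyte markers was added as a term of the fit, which called 0 genes, with 715 higher at an unadjusted p under 0.05. That level ran from 7.3 to 7.91 in CCl4-fib and from 8.72 to 10.97 in NASH-fib libraries. The term thus follows the groups and raised the median standard error from 0.56 to 0.95, so this fit cannot single out hepatocyte RNA. The count also rested on single libraries, with 113 higher genes without NASH-fib replicate 3, 140 without CCl4-fib replicate 2, 297 without CCl4-fib replicate 3, 326 without NASH-fib replicate 1 and 337 without CCl4-fib replicate 1. Mmp13 (NM_008607, chromosome 9, 7272514 to 7283333) had the largest increase, with a value of 406 ± 203 (SD, n = 3) in NASH-fib and 2.07 ± 1.93 (SD, n = 3) in CCl4-fib, a log2 fold change of 7.17 (standard error 1.20, adjusted p = 0.0106 from limma with Benjamini-Hochberg adjustment). Ngp, a marker of neutrophils, and Bglap rose by 7.02 and 6.93, and Cyp4a12a and Gys2 were at the floor in CCl4-fib, Cyp4a12a being at least 92.4-fold higher (39.1-fold without NASH-fib replicate 3). Serpinb2, at the floor in NASH-fib, was at least 231-fold lower, and Col24a1 had a log2 fold change of -6.80 (standard error 0.82, adjusted p = 0.00477 from limma with Benjamini-Hochberg adjustment). Col1a1 and Col1a2 were lower than in CCl4-fib, by log2 fold changes of -1.25 and -1.39, calls that were lost in 7 and 6 of the 9 fits that left out 1 library and, among other alternatives, with edgeR and after the correction for GC content and length, and Acta2 was not called (0.24). Of a hand-written list of 100 lipid metabolism genes, 96 were tested and 20 were called higher, where 4.77 would be by chance (odds ratio 5.16, adjusted p = 1.04e-07, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Camera gave an adjusted p of 0.0051 with its preset correlation and of 0.548 with an estimated one, and fry gave 0.245, so this excess held only with the preset correlation. Among the largest increases were those of Ces3a (log2 fold change 5.19), Slc27a2 (4.53, overlapped by a gene on the opposite strand), Ces1d (4.19) and Cyp4a10, which was at the floor in CCl4-fib and at least 45.5-fold higher. Ces3a (NM_198672, chromosome 8, 105048599 to 105058414), a carboxylesterase, had a value of 151 ± 92.9 (SD, n = 3) in NASH-fib, 3.64 ± 3.38 (SD, n = 3) in CCl4-fib and 818 ± 613 (SD, n = 3) in HSCs. Of the 20 genes, 17 (85%) also had a log2 fold change of -1 or less in CCl4-fib against HSCs, a share that was 78.3% among all 678 higher genes. Against HSCs, 7 lipid metabolism genes were higher in NASH-fib, where 7.90 would be by chance. The excess rested on single libraries: without NASH-fib replicate 3, 0 of the genes were called (27 at an unadjusted p under 0.05), and without CCl4-fib replicate 2, 1 was called (adjusted p = 0.71, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), where the adjusted p ran from 2e-08 to 1 over all alternatives. Without CCl4-fib replicate 1 or CCl4-fib replicate 3, 6 were called, and without NASH-fib replicate 1, 7.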

Although MC4R-KO mice did not develop liver tumors at this time point, the ‘pathways in cancer’ were activated in NASH-fib compared with HSCs and CCl_4_-fib (Fig. 2b and d). 

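A list of 391 genes of the 'pathways in cancer', also written by hand rather than downloaded from KEGG, had 332 members among the tested genes. Of these, 51 were higher in NASH-fib than in HSCs, where 27.3 would be by chance (odds ratio 2.07, adjusted p = 1.98e-05, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), and 27 were lower. The excess was not found by tests on the whole list, with an adjusted p of 0.917 under camera, 0.94 with an estimated correlation and 0.152 under fry. With each library left out in turn, between 41 and 58 of the genes were called and the excess stayed below an adjusted p of 0.05 each time. Restricted to genes with an average RPKM over 100, 2 were called (adjusted p = 0.91, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), while the lowest adjusted p over the alternatives was 2.5e-06. Against CCl4-fib, 18 of the 332 genes were higher in NASH-fib, where 16.5 would be by chance (odds ratio 1.10, adjusted p = 0.44, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), and 24 were lower. This excess did not pass the threshold under any of the alternatives tried, with adjusted p-values from 0.11 to 1. The count fell to 1 without CCl4-fib replicate 2, to 2 without NASH-fib replicate 3 and to 3 without CCl4-fib replicate 3. It was 4 without NASH-fib replicate 1 and 6 without CCl4-fib replicate 1. It rose to 45 with DESeq2's size factors and to 24 with edgeR and with upper-quartile normalization, also without passing the threshold. Besides Fgf9, the genes of the list called higher against both groups were Col4a3 (log2 fold change 3.38 against HSCs and 2.20 against CCl4-fib), Cdh1 (3.27 and 3.58), which is also a cholangiocyte marker, and Wnt2b (3.12 and 3.41), named after their values were seen. Adjusted over the list alone, 58 genes were higher than in HSCs and 24 higher than in CCl4-fib.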

Among 164 genes specific for NASH-fib (Fig. 2e, Supplementary Table S1), we focused on fibroblast growth factor 9 (FGF9), which was the most upregulated gene in the ‘pathways in cancer’. These findings led us to speculate that metabolic stress induces *Fgf9* mRNA expression in activated fibroblasts, thereby contributing to the subsequent tumor development in the NASH model.

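All 164 genes of Supplementary Table S1 were among the tested genes and had a log2 fold change above 0 against both HSCs and CCl4-fib. The log2 fold change was at least 1 in both comparisons for 152 of them, and all libraries lay apart in both for 133. Over all genes tested, 157 were called against HSCs, 57 against CCl4-fib and 53 against both. Adjusted over the list alone, the counts were 164, 114 and 114, which is not independent evidence, since the study chose the list on these libraries. Without NASH-fib replicate 3, 10 genes of the table were called against both groups, without CCl4-fib replicate 2, 11, without CCl4-fib replicate 3, 18, and without NASH-fib replicate 1, 32. In the whole file, 120 genes were called against both groups, where 55.8 would be if the comparisons were independent, and 67 of them are not in the table. Both comparisons share the NASH-fib libraries, and 20 simulated pairs of unrelated comparisons that share them gave 61.7 genes on average and 67.1 at most. Without NASH-fib replicate 3, 23 genes were called against both groups, without CCl4-fib replicate 2, 30, without CCl4-fib replicate 3, 47, and without NASH-fib replicate 1, 74.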

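Fgf9 (NM_013518) lies on the + strand of chromosome 14 of mm10 from 58072686 to 58112720, has an exonic length of 4134 bases and overlaps no other annotated gene. Its recovered reads in replicates 1, 2 and 3 were 2, 0 and 4 in HSCs, 103, 94 and 27 in CCl4-fib and 480, 303 and 570 in NASH-fib. Its value was 2.37 ± 2.39 (SD, n = 3) in HSCs, 62.5 ± 31.8 (SD, n = 3) in CCl4-fib and 494 ± 200 (SD, n = 3) in NASH-fib, and the 3 groups did not overlap. Against HSCs, the log2 fold change in NASH-fib was 7.43 (standard error 0.73, adjusted p = 0.000109 from limma with Benjamini-Hochberg adjustment), and it stayed between 6.72 and 7.99 with each library left out in turn. Against CCl4-fib it was 3.04 (standard error 0.73, adjusted p = 0.0286 from limma with Benjamini-Hochberg adjustment). A two-sided exact permutation test gave p = 0.1 for either comparison, the smallest this design allows. Fgf9 was also higher in CCl4-fib than in HSCs, by a log2 fold change of 4.39 (adjusted p = 0.00155 from limma with Benjamini-Hochberg adjustment). With 1 library left out, the log2 fold change against CCl4-fib ran from 2.50 to 3.42, and its adjusted p from limma with Benjamini-Hochberg adjustment rose to 0.0944 without CCl4-fib replicate 3, 0.0942 without NASH-fib replicate 3, 0.084 without CCl4-fib replicate 2, 0.0787 without NASH-fib replicate 1 and 0.064 without CCl4-fib replicate 1. After a correction for GC content and length it was 2.58 (adjusted p = 0.0593 from limma with Benjamini-Hochberg adjustment). With the level of hepatocyte markers as a term, which follows the groups, it was 1.96 (adjusted p = 0.522 from the same test). Over all alternatives this adjusted p ran from 1.4e-05 to 0.52. Among the 51 called 'pathways in cancer' genes, Fgf9 had the largest log2 fold change against HSCs, followed by genes at the floor in HSCs, Pgf (at least 137-fold higher, 56.3-fold without NASH-fib replicate 2), Ptgs2 (at least 88.8-fold) and Ctnna3 (at least 35.7-fold), which can be compared with it only through these bounds. Fgf9 itself passed the floor in HSCs only through the 4 reads of replicate 3, so its place ahead of these genes rests on values near the floor. Its rank was 4 with DESeq2's size factors, 5 with edgeR, 4 without HSC replicate 2, 3 without NASH-fib replicate 1 and 2 without HSC replicate 1. Against CCl4-fib it ranked 6 of the 18 called genes, after Csf3r, which is also a neutrophil marker, Cdh1, Fgf12, Rasgrp1 and Wnt2b. Supplementary Table S1 held 6 genes of the list, and among these Fgf9 ranked 1 in both comparisons. The paper speculates that metabolic stress induces Fgf9 in activated fibroblasts and that this contributes to later tumor development.

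**Figure D1:**
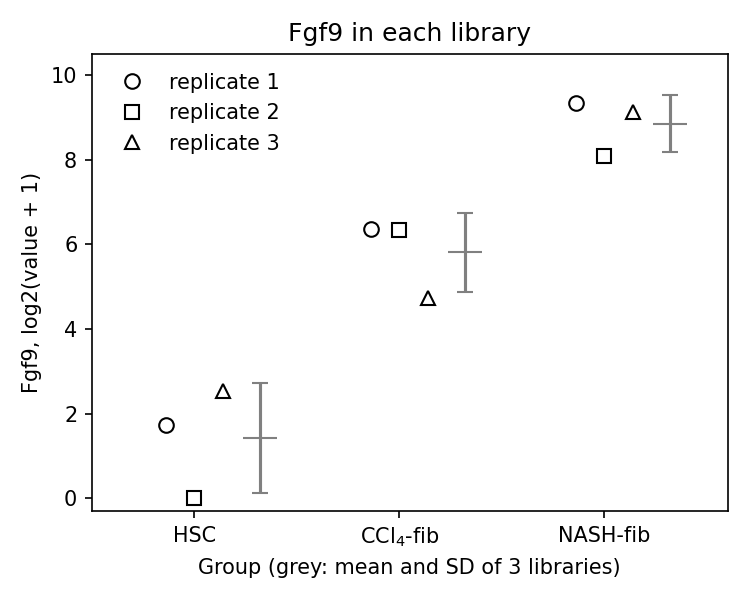
Fgf9 in each library, as log2(value + 1) on a linear vertical axis, by group. Each symbol is 1 library, its shape gives the replicate number, and the grey lines are the mean and SD of the 3 libraries of a group. All NASH-fib libraries lie above all CCl4-fib libraries, which lie above all HSC libraries.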

**Figure 2:**
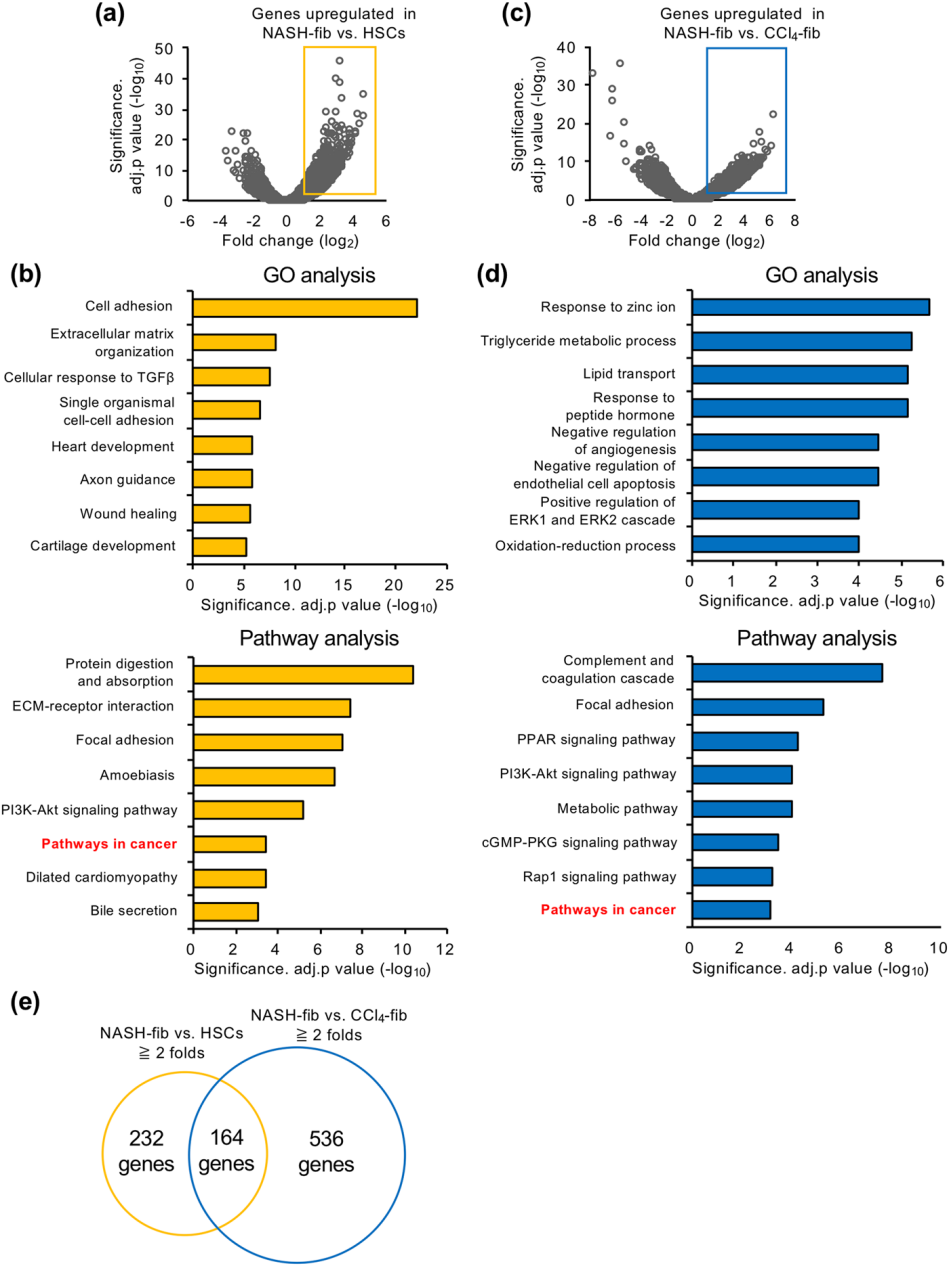
Expression profiling of activated fibroblasts from two distinct liver fibrosis models. (**a**) Volcano plot of RNA sequencing analysis with the comparison between NASH-fib and HSCs. Yellow rectangle denotes significantly upregulated genes in NASH-fib compared with HSCs for more than 2 folds (log_2_ fold change ≧ 1 and adjusted *p* value < 0.05). (**b**) GO and pathway analysis of the 396 genes upregulated in NASH-fib against HSCs. Each top 8 were indicated. (**c**) Volcano plot of RNA sequencing analysis with the comparison between NASH-fib and CCl_4_-fib. Blue rectangle denotes significantly upregulated genes in NASH-fib compared with CCl_4_-fib for more than 2 folds (log_2_ fold change ≧ 1 and adjusted *p* value < 0.05). (**d**) GO and pathway analysis of the 700 genes upregulated in NASH-fib against CCl_4_-fib. (**e**) The overlap between the genes more than 2-fold upregulated (log_2_ fold change ≧ 1) in NASH-fib against HSCs and CCl_4_-fib, respectively.

### Metabolic stress induces FGF9 expression in activated fibroblasts

We next examined the expression of FGF9 in the liver. Hepatic *Fgf9* mRNA expression was markedly increased in the liver of MC4R-KO mice fed WD for 20 weeks (NASH liver) compared to normal liver and CCl_4_-induced fibrotic liver (Fig. 3a). FGF9 protein levels were also increased in NASH liver (Fig. 3b, Supplementary Fig. S2a). We confirmed the upregulation of *Fgf9* mRNA expression by qPCR using isolated HSCs and activated fibroblasts (Fig. 3c). To examine cell type–specific expression of FGF9, we isolated hepatocytes, macrophages, T cells, and liver sinusoidal endothelial cells (LSECs) from normal and NASH livers. *Fgf9* mRNA expression was exclusively induced in activated fibroblasts isolated from the NASH liver (Fig. 3d). Upregulation of *Fgf9* was also observed in the livers from wild-type mice fed WD for 32 weeks, at which they develop liver fibrosis (Supplementary Fig. S3a). Interestingly FGF9 mRNA expression was rather downregulated in a methionine and choline–deficient diet (MCDD) model, which is a well-known model of steatohepatitis without obesity and HCC development (Supplementary Fig. S3b). Among already known stimuli involved in the pathogenesis of NASH, we found that palmitate, the most abundant saturated fatty acid in WD-fed animals^29^, significantly induced *Fgf9* mRNA expression in HSCs (Fig. 3e). Immunocytochemistry of HSCs revealed increased FGF9 protein levels after palmitate treatment (Supplementary Fig. S4a,b). We also confirmed the dose-dependent effect of palmitate on FGF9 induction in hepatic stellate cells (HSCs) (Fig. 3f). On the other hand, laurate, another saturated fatty acid, and oleate, a monounsaturated fatty acid, exerted a marginal effect on FGF9 expression (Fig. 3g). These data suggest that metabolic stress such as palmitate stimulate FGF9 expression in liver fibroblasts.

**Figure 3:**
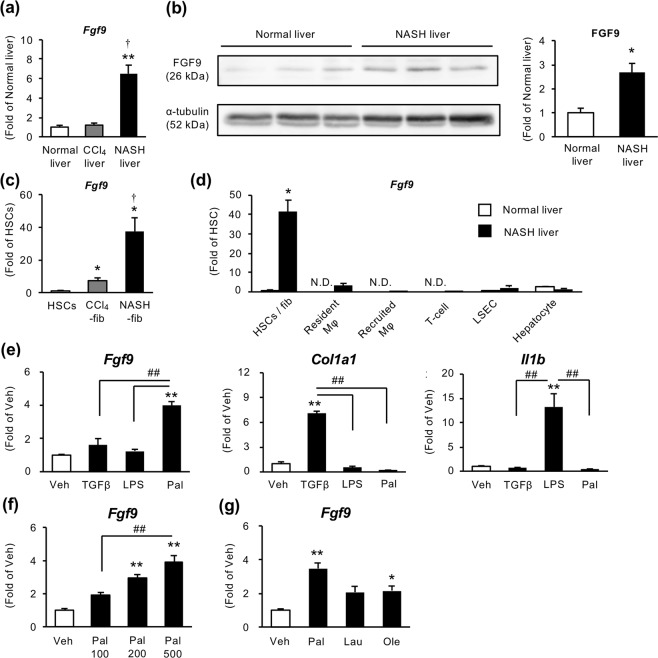
Metabolic stress induces FGF9 expression in NASH-fib. (**a**) Hepatic mRNA expression levels of *Fgf9* in wild-type mice fed standard diet (normal liver), Col1a2-GFP Tg mice received intraperitoneal CCl_4_ injection (CCl_4_ liver), and MC4R-KO mice fed WD for 20 weeks (NASH liver) evaluated by quantitative real-time PCR. *n* = 6. (**b**) Protein expression levels of FGF9 in normal and NASH livers by Western blot analysis. Blots are shown as cropped images. Uncropped Western blot images are included in Supplementary Fig. S2a. *n* = 3. *P < 0.05, **P < 0.01 vs. normal liver; ^†^*P* < 0.05 vs. CCl_4_ liver. (**c**) *Fgf9* mRNA expression levels in isolated HSCs and activated fibroblasts (CCl_4_-Fib, NASH-fib). *n* = 3. (**d**) *Fgf9* mRNA expression levels in various cell types separated from normal and NASH livers. Resident macrophages, CD45^+^ Ly6G^−^ F4/80^hi^ CD11b^lo^; recruited macrophages, CD45^+^ Ly6G^−^ F4/80^lo^ CD11b^hi^; CD4^+^ T cells, CD45^+^ CD4^+^; and liver sinusoidal endothelial cells (LSEC), CD45^−^ CD146^+^. Hepatocytes were isolated from lean wild-type mice and MC4R-KO mice fed WD for 4 weeks. *n* = 3–8. *P < 0.05 vs. HSCs; ^†^*P* < 0.05 vs. CCl_4_-fib. (**e**) mRNA expression levels in cultured HSCs treated with TGFβ (10 ng/ml), lipopolysaccharide (LPS, 10 ng/ml), and palmitic acid (200 μM) for 24 hours. (**f**) Dose-dependent effect of palmitate (100, 200, and 500 μM) on FGF9 induction in HSCs. (**g**) Effect of various fatty acids (200 μM) on FGF9 induction. Lau, laurate; Ole, oleate. *n* = 5. *P < 0.05, **P < 0.01 vs. veh; ^##^*P* < 0.01. Data represent mean ± SEM.

### FGF9 induces inflammatory changes and promotes migration in liver fibroblasts

Next, we examined the effect of recombinant human FGF9 on activation of fibroblasts using human HSC cell line LX2 cells. FGF9 treatment markedly increased mRNA expression of proinflammatory cytokines and chemokines (interleukin 1α (*IL1A*), interleukin 1β (*IL1B*), C-C chemokine ligand 2 (*CCL2*) and C-X-C motif ligand chemokine 8 (*CXCL8*)) (Fig. 4a). On the other hand, expression of profibrogenic genes (collagen type α1(I) (*COL1A1*) and *TGFB*) was not changed or rather decreased by FGF9 treatment (Fig. 4a). Using stably FGF9-overexpressing LX2 cells (FGF9-LX2 cells) (Fig. 4b,c, Supplementary Fig. S2b), we confirmed the consistent results with LX2 cells treated with recombinant FGF9 (Fig. 4d). Moreover, we examined the effect of FGF9 on cell apoptosis, proliferation, and migration. Although it is known that FGF9 exerts a mitogenic effect on certain cell types^30^, WST assay detected no appreciable effect of recombinant FGF9 on proliferation in LX2 cells (Fig. 5a). On the other hand, FGF9 treatment significantly suppressed serum starvation–induced apoptosis and increased cell migration ability of LX2 cells (Fig. 5b–d). Cell migration was also decreased when FGF9 expression was suppressed by siRNA in FGF9-LX2 (Supplementary Fig. S5a–c). These data suggest that FGF9 elicits proinflammatory phenotypes and affects cellular dynamics in activated fibroblasts, which may contribute to liver fibrosis and HCC development.

**Figure 4:**
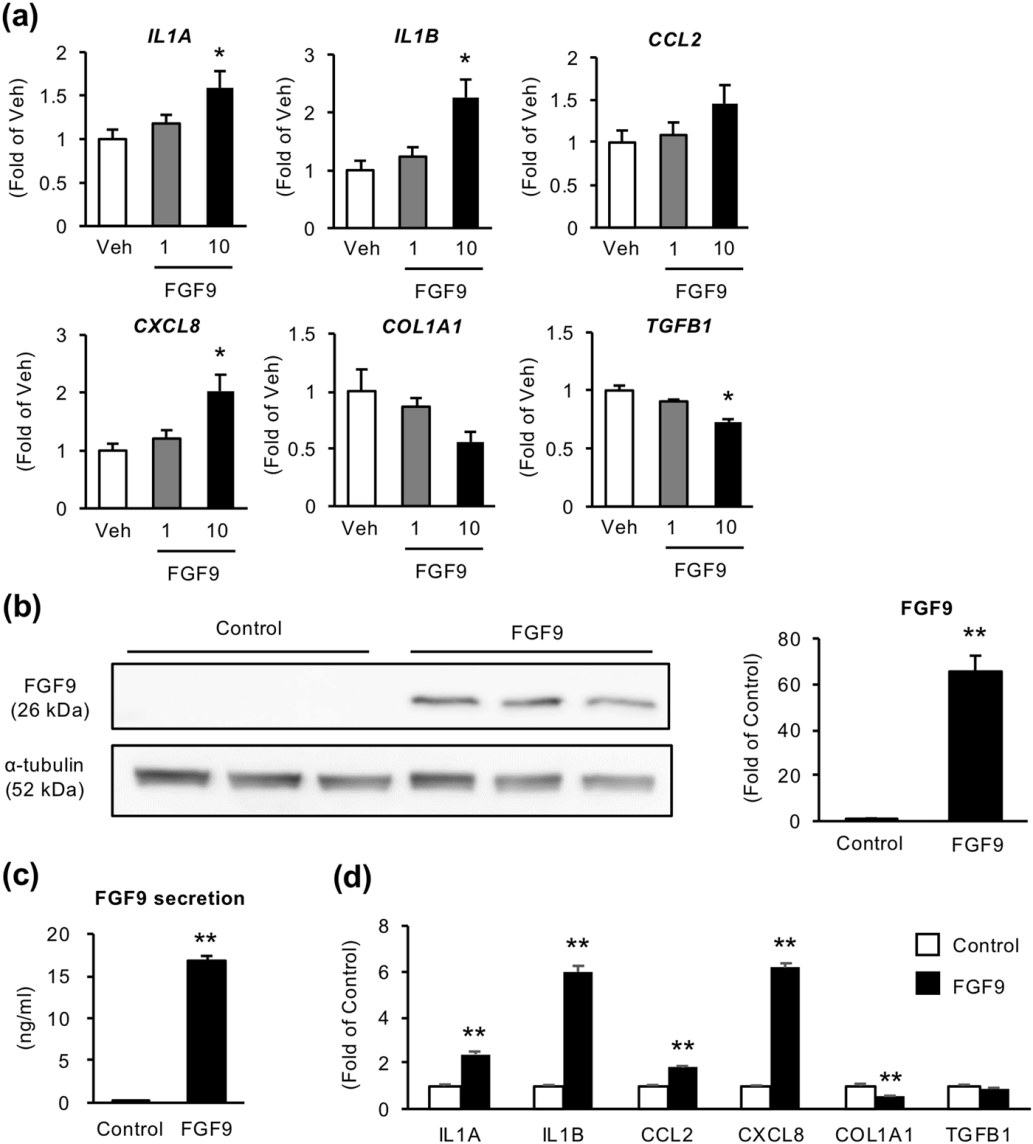
FGF9 induces inflammatory changes in LX2 cells. Human HSC cell line LX2 cells were treated with human recombinant FGF9 at a dose of 1 or 10 ng/ml for 24 hours. (**a**) mRNA expression levels of proinflammatory cytokines (*IL1A*, *IL1B*), chemokines (*CCL2*, *CXCL8*) and fibrogenic factors (*COL1A1*, *TGFB*). *n* = 4. *P < 0.05 vs. veh. FGF9 or GFP (control)-overexpressing LX2 cells (FGF9-LX2 and control-LX2, respectively) were established using lentiviral vectors. Western blot analysis (**b**) and FGF9 secretion (**c**) into culture supernatants using FGF9-overexpressing and control-LX2 cells. Blots are shown as cropped images. Uncropped Western blot images are included in Supplementary Fig. S2b. *n* = 4. **P < 0.01 vs. control-LX2. (**d**) mRNA expression levels of genes related to proinflammatory cytokines, chemokines and fibrogenic factors in FGF9-LX2 cells. *n* = 8. **P < 0.01 vs. control-LX2. Data represent mean ± SEM.

**Figure 5:**
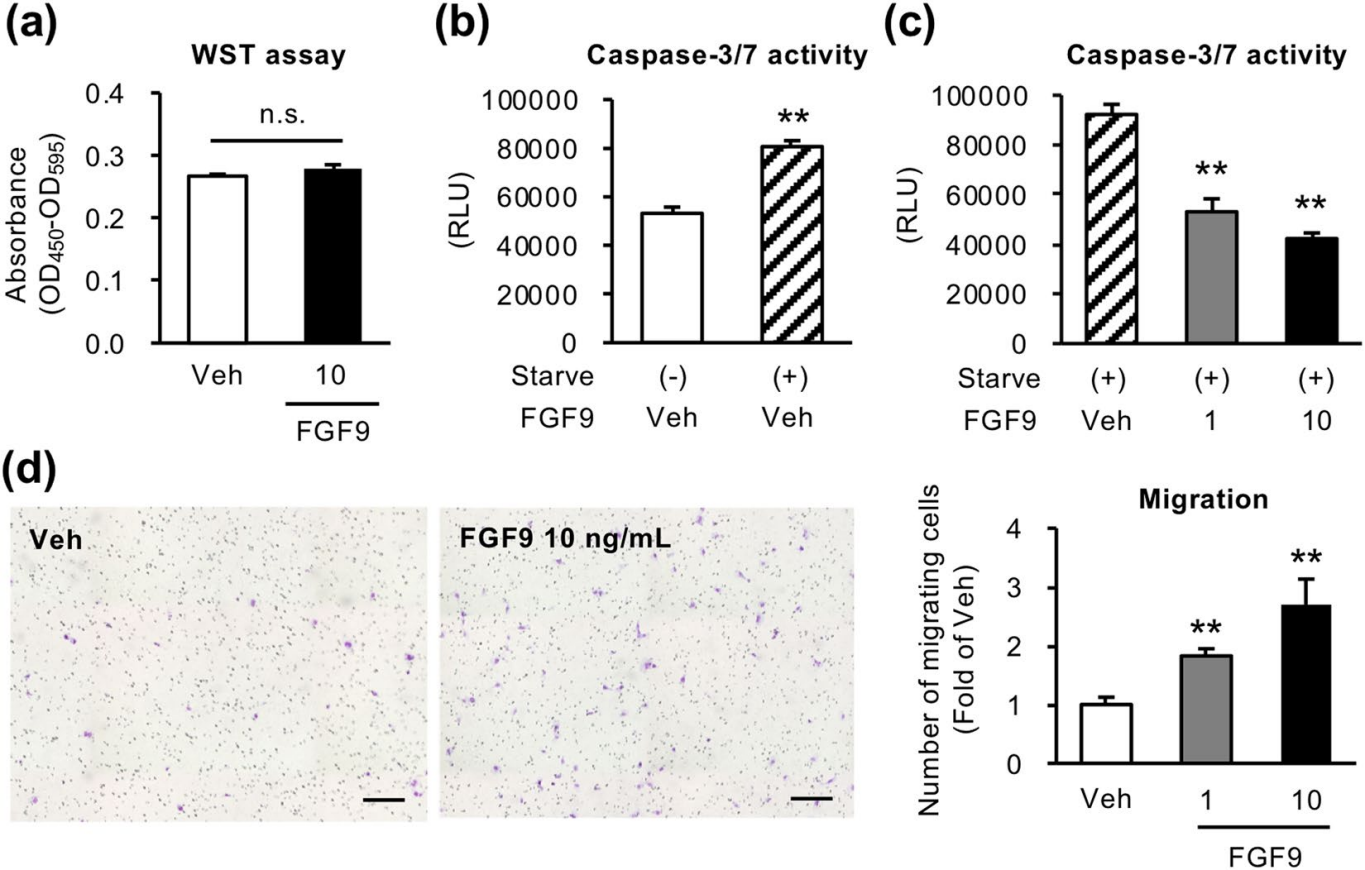
FGF9 enhances cell migration and inhibits apoptosis in LX2 cells. (**a**) Effect of FGF9 on LX2 cell proliferation determined by WST assay after 96-hour incubation. *n* = 8. Effect of serum starvation (starve) for 48 hours (**b**) and coexistence with recombinant FGF9 (c) evaluated by caspase-3/7 activity assay in LX2 cells. *n* = 6. (**d**) Migration activity of FGF9-treated LX2 cells determined by transwell migration assay. LX2 cells were seeded onto the insert of transwell in serum free medium containing recombinant FGF9 (1 or 10 ng/ml), and incubated with medium containing 2% FBS in the lower chamber for 24 hours. *n* = 4. **P < 0.01 vs. starve (−) or veh. n.s., not significant. Data represent mean ± SEM.

### FGF9 promotes the growth of liver tumor *in vivo*

We next examined the effect of FGF9 on hepatoma cell line HepG2 cells. Similar to the effect on LX2 cells, FGF9 treatment did not change cell proliferation of HepG2 cells, but significantly suppressed anti-Fas antibody-induced apoptosis and increased cell migration ability (Fig. 6). We further examined the effect of FGF9 on tumor growth *in vivo* using a human tumor xenograft model (Fig. 7). HepG2 cells were subcutaneously xenografted in immunodeficient mice together with control-LX2 cells or FGF9-LX2 cells. The tumor volume as well as the tumor weight was remarkably increased when HepG2 cells were co-transplanted with FGF9-LX2 cells relative to control-LX2 cells (Fig. 7a–c). Histological analysis revealed that tumors comprise mainly HepG2 cells, and that both control- and FGF9-LX2 cells were dispersed in the tumors (Fig. 7d). Co-transplantation of HepG2 cells with FGF9-LX2 cells significantly reduced the number of TUNEL-positive cells relative to that with control-LX2 cells (Fig. 7e). We performed GFP and TUNEL double immunofluorescent staining using the subcutaneous tumor that includes HepG2 cells, and found that most of the TUNEL-positive cells were negative for GFP, suggesting that apoptotic cells are mainly HepG2 cells (Fig. 7f). Ki67 immunostaining revealed a similar distribution pattern of Ki67-positive cells in the marginal zone of tumors in both groups transplanted with control-LX2 and FGF9-LX2 cells (Fig. 7g). These observations suggest that liver fibroblast-derived FGF9 promotes the growth of liver tumor *in vivo*, at least partly, through suppression of cancer cell apoptosis.

**Figure 6:**
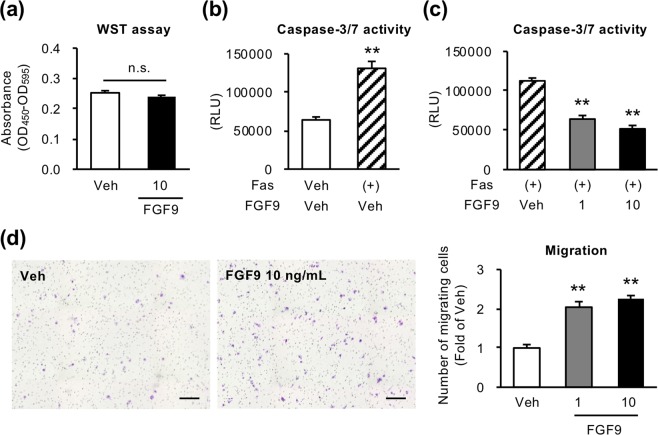
FGF9 enhances cell migration and inhibits apoptosis in HepG2 cells. (**a**) Effect of FGF9 on HepG2 cell proliferation determined by WST assay after 96-hour incubation. *n* = 8. Effect of anti-Fas antibody (Fas) at a dose of 100 ng/ml for 24 hours (**b**) and coexistence with recombinant FGF9 (**c**) evaluated by caspase-3/7 activity assay in HepG2 cells. *n* = 6. (**d**) Migration activity of FGF9-treated HepG2 cells determined by transwell migration assay. HepG2 cells were seeded onto the insert of transwell in serum free medium containing recombinant FGF9 (1 or 10 ng/ml), and incubated with medium containing 2% FBS in the lower chamber for 24 hours. *n* = 4. **P < 0.01 vs. veh. n.s., not significant. Data represent mean ± SEM.

**Figure 7:**
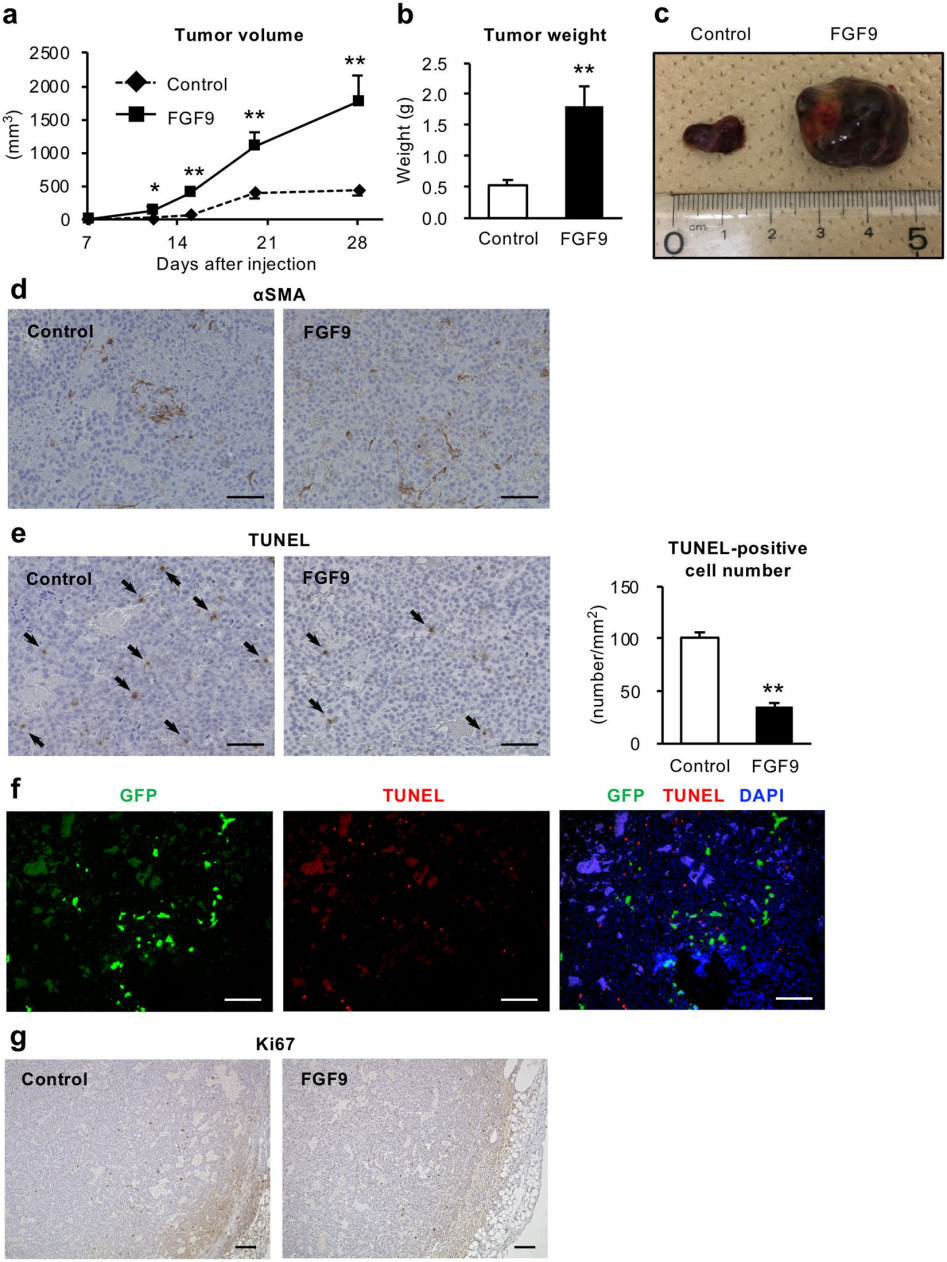
FGF9 promotes tumor growth in a human tumor xenograft model. HepG2 cells (2 × 10^5^ cells) together with control-LX2 or FGF9-LX2 cells (1 × 10^6^ cells) were transplanted subcutaneously in the flank of immunodeficient mice. (**a**) Time course of the tumor volume. Weight (**b**) and representative images (**c**) of subcutaneous tumors at 4 weeks after transplantation. αSMA staining (**d**) and TUNEL staining (**e**) of the tumors. Arrows indicate TUNEL-positive cells. (**f**) GFP and TUNEL double immunofluorescent staining of the tumors that includes HepG2 cells and control (GFP)-LX2 cells. (**g**) Ki67 immunostaining of the tumors. Scale bars: 100 μm. *P < 0.05, **P < 0.01 vs. control. *n* = 7. Data represent mean ± SEM.

## Discussion

Fibroblasts in normal tissues are generally inert with low levels of secretory and synthetic properties to maintain the structural framework and tissue homeostasis. In response to injury and stress in parenchymal cells, fibroblasts are activated to produce ECM molecules and various cytokines accompanied by enhanced migratory and contractile functions. In this study, we demonstrate for the first time that activated fibroblasts in a murine model of NASH show unique gene expression profiles, which would be involved in tumorigenesis during the progression from NASH to HCC. Although evidence has accumulated that fibroblasts are highly heterogeneous, either quiescent or activated, depending on each organ and pathogenic etiology^31,32^, the functional diversity is far well understood, at least partly due to lack of specific markers for fibroblasts and appropriate animal models to investigate the pathophysiologic role of fibroblasts. In this regard, we employed Col1a2-GFP Tg mice, which enable us to separate activated fibroblasts based on the capacity of collagen production^24^. Moreover, MC4R-KO mice fed WD sequentially develop simple steatosis, liver fibrosis, and finally HCC as a result of obesity-induced systemic metabolic derangements, since MC4R expression is undetectable in the liver^16^. Using this model and chemically induced liver fibrosis model, we found distinct gene expression patterns of activated fibroblasts. It is noteworthy that the ‘pathways in cancer’ were upregulated in activated fibroblasts from livers of MC4R-KO mice fed WD for 20 week, at which they exhibited NASH-like liver phenotypes without HCC development. Therefore, this study indicates that activated fibroblasts in NASH exhibit, in addition to the proinflammatory properties, tumor-promoting phenotypes.

FGF9 is a secretory protein of the FGF family, and activates paracrine or autocrine signaling via FGF receptors^33–35^. FGF9 signaling regulates a variety of cell biological behaviors, including proliferation, differentiation, survival, and motility in the embryogenesis and the physiological status^36^. For instance, FGF9 promotes cell proliferation of hepatocytes *in vitro*^37^. It is also reported that FGF9 is expressed in poor-prognostic carcinoma cells in various organs including liver^21–23,38^, and CAFs in gastric carcinoma^39^. However, the pathogenic role of FGF9 in the progression from NASH to HCC remains to be elucidated. In this study, we demonstrated that FGF9 exerts proinflammatory, pro-migratory, and anti-apoptotic effects, rather than activates fibrogenic pathways in fibroblasts. Cytokines and chemokines upregulated by FGF9 treatment are known to play important roles in activation of neutrophils, macrophages, regulatory T cells, and endothelial cells, contributing to liver fibrosis and tumor development^40,41^. Although various immune cells also produce these cytokines and chemokines, FGF9-producing fibroblasts may constitute a microenvironment that facilitates hepatic fibrosis and tumor growth through induction of local inflammation. When HSCs undergo transdifferentiation into activated fibroblasts after liver injury or stress, they obtain proliferative and migratory capacities, thereby inducing liver fibrosis^9^. Taken together, we speculate that FGF9 contributes to the development of NASH/HCC through alterations in cellular dynamics and immunomodulatory effects.

It is also important to know how FGF9 expression is induced in fibroblasts from NASH livers. To date, limited information has been provided about the regulatory mechanism of FGF9 expression, such as prostaglandin E2 and hypoxia in endometriotic stromal cells and colon cancer cells, respectively^42,43^. This study provides evidence that palmitate, a typical metabolic stress in NAFLD/NASH, induces FGF9 expression in primary HSCs. It has been reported that palmitate exerts its effects through multiple mechanisms: binding to cell surface receptors, increased production of proinflammatory metabolites, and impaired function of cellular organelles. Since LPS didn’t have an appreciable impact on FGF9 expression in primary HSCs, it is not likely that TLR4 signaling is involved in the mechanism. Our preliminary data showed that U0126, an ERK1/2 inhibitor, significantly suppressed the palmitate-induced FGF9 expression in HSCs (Itoh *et al*. unpublished data), suggesting that palmitate upregulates FGF9 expression, at least partly, through activation of ERK signaling. Although further studies are required to fully understand the regulatory mechanisms of FGF9 expression, our data would help understand the NASH-specific activation status of fibroblasts and its pathogenic role in the development of HCC.

It is now widely accepted that cancer progression and metastasis are not solely dependent on cancer cell-autonomous defects, but are controlled by the tumor microenvironment^8^. Indeed, substantial attention has been paid to CAFs and tumor-associated macrophages (TAMs). In this regard, FGF9 is exclusively upregulated in fibroblasts in the liver, suggesting its paracrine effect on tumor growth. On the other hand, fibrosis-associated fibroblasts and CAFs share similar cell biology, such as migration, secretory phenotypes, and ECM production, and thus the functional differences between these fibroblasts are yet to be clearly defined at the molecular level. In addition, recent evidence has pointed to the role of senescence-associated secretory phenotype (SASP) in fibroblasts in tumor development and suppression^44^. For instance, Yoshimoto *et al*. reported that dietary obesity alters gut microbiota and increases the levels of deoxycholic acid in the enterohepatic circulation, thereby provoking SASP of HSCs to promote HCC development^45^. In contrast, Lujambio *et al*. reported that p53-dependent senescence programs in HSCs suppress tumorigenesis through the recruitment of anti-tumor M1 macrophages in a murine model using CCl_4_ and diethylnitrosamine^46^. Further studies are required to clarify whether FGF9 is categorized as a factor related to SASP. These discussions are reminiscent of an emerging concept that macrophages are highly heterogenous and composed of multiple subsets with functional diversity. For instance, we and others recently reported that there are unique macrophage subsets specific for the respective etiologies in the development of tissue fibrosis in the liver and lung^19,47^. Similarly, Shook *et al*. pointed out the heterogeneity of fibroblasts, which is supported by a certain macrophage subset in a skin repair model^48^. Given the disease-specific fibroblast subsets have been identified, it would give insights into understanding the molecular mechanisms and developing novel therapeutic strategies of chronic inflammatory diseases including NASH.

It is critically important whether our observations in this study could be generalized in other mouse models of NASH. As shown in Supplementary Fig. S3a, we confirmed FGF9 upregulation in the livers from wildtype mice fed WD for 32 weeks, whereas FGF9 mRNA expression was rather downregulated in the livers from wildtype mice fed MCDD for 8 weeks. Because the MCDD model shows a marked reduction in body weight, these observations suggest that, in addition to the local microenvironment in the liver, systemic metabolic conditions may affect FGF9 expression in HSCs. Moreover the xenograft model in this study was performed only with HepG2 cell line. In the next step, we need to elucidate the role of FGF9 in the development of NASH/HCC using other cell lines and/or other animal models. Fibroblast-specific FGF9–deficient mice would be useful to investigate the causal relationships between fibroblast-derived FGF9 and disease development. In addition, it is interesting to verify the clinical implication of our findings; whether FGF9 is upregulated in human NASH, but not in liver fibrosis due to other etiologies.

In summary, we demonstrate that activated fibroblasts from metabolic stress-induced liver fibrosis exhibit distinct gene expression patterns compared to those from chemically induced liver fibrosis. To the best of our knowledge, this study reveals for the first time upregulation of cancer-associated gene expression in activated fibroblasts in NASH. Our data also show that metabolic stress such as palmitate induces FGF9 expression in activated fibroblasts, thereby increasing cell migration and viability in fibroblasts and hepatoma cells *in vitro*, and thus promoting tumor growth *in vivo* (Supplementary Fig. 6). This study would give insights into pathogenesis-specific activation status of fibroblasts, and the underlying mechanisms of the development of HCC from NASH.

## Materials and Methods

### Reagent

All reagents were purchased from Sigma-Aldrich (St Louis, MO, USA) or Nacalai Tesque (Kyoto, Japan) unless otherwise noted.

### Animals

MC4R-KO mice on the C57BL/6J background were kindly provided by Joel K. Elmquist (University of Texas Southwestern Medical Center, Dallas, Texas, USA)^17^, and Col1a2-GFP Tg mice were previously described^24^. C57BL/6 J wild-type mice and NOD/ShiJic-*scid*Jcl mice were purchased from CLEA Japan. MC4R-KO mice and Col1a2-GFP Tg mice were crossed to generate Col1a2-GFP Tg MC4R-KO mice (MC/COL mice). In diet-induced NASH model, 8 week-old male MC/COL mice were fed WD (D12079B; 468 kcal/100 g, 41% energy as fat, 34.0% sucrose, 0.21% cholesterol; Research Diets) for 20 weeks. In CCl_4_-induced liver fibrosis model, Col1a2-GFP Tg mice received intraperitoneal CCl_4_ injection twice a week for 8 weeks at a dose of 1 ml/kg diluted 1:4 in olive oil. MCDD (Dyets, Bethlehem, PA, USA) was used to induce steatohepatitis. At the end of the experiment, they were sacrificed under anesthesia, when fed ad libitum.

### Histological analysis

The liver was fixed with neutral-buffered formalin and embedded in paraffin. Four-μm-thick sections of the liver were stained with Sirius red or α-smooth muscle actin (αSMA) (ab5694, Abcam, Cambridge, UK), and positive areas for Sirius red or αSMA were measured using WinROOF software (Mitani, Tokyo, Japan)^16^. To observe GFP-positive cells, the liver was fixed with 4% paraformaldehyde and embedded in OCT compound and frozen in dry ice acetone. Ten-μm-thick frozen sections were mounted in Vectashield mounting medium with DAPI (Vector Labs, Burlingame, CA, USA) and photographed using BZ-9000 fluorescent microscope (Keyence, Osaka, Japan). For the xenograft model, the subcutaneous tumor was fixed with neutral-buffered formalin and embedded in paraffin. Four-μm-thick sections of the subcutaneous tumor were stained with antibodies against αSMA, GFP (A-11122, Invitrogen, Carlsbad, CA, USA) and Ki67 (ab15580, Abcam, Cambridge, UK). In the immunofluorescent staining for GFP, the fluorescence was amplified using fluorescein tyramide reagent and amplification diluent (PerkinElmer, Waltham, MA, USA). Apoptotic cells were detected by TdT mediated dUTP-biotin nick end labeling (TUNEL) assay using the ApopTag Plus Peroxidase *In Situ* Apoptosis Detection Kit or ApopTag Red *In Situ* Apoptosis Detection Kit (Merck, Darmstadt, Germany), and the numbers of TUNEL-positive cells were counted in the whole area of each section and expressed as the mean number/mm^2,20^.

### Isolation of quiescent HSCs

HSCs were isolated by density gradient-based separation method^14^. In brief, the livers were perfused with Hank’s balanced salt solution (HBSS) without calcium and magnesium from the portal vein to remove blood from the liver, and subsequently dispersed in HBSS with calcium and magnesium supplemented with 1 mg/mL type IV collagenase (Merck, Darmstadt, Germany), 50 μg/mL DNase I (Roche, Basel, Switzerland)^16^. After filtered through a 100 μm cell strainer, the cell suspensions were centrifuged at 50 × g for 3 minutes at 4 °C to remove hepatocytes, and then the supernatants were centrifuged at 800 × g for 5 minutes at 4 °C. The precipitates were resuspended in 6% OptiPrep to make density gradient, and cells in the middle layer were collected. Purity > 90% was confirmed by their shape and autofluorescence excited by UV light (Supplementary Fig. S4a).

### Isolation of cells that constitute the livers

After the livers were digested with type IV collagenase and DNase I, the cell suspensions were centrifuged at 50 × g for 3 minutes to remove hepatocytes. The supernatants were collected by centrifugation at 570 × g for 5 minutes, and resuspended in 30% percoll. The cell suspensions were centrifuged at 570 × g for 15 minutes at room temperature to remove cell debris. Red blood cells were lysed by ACK buffer and nonparenchymal cells were washed twice with PBS and resuspended in PBS containing EDTA and 0.5% BSA. Cells were stained with anti-mouse CD45 antibody (30-F11) and 7-AAD (Biolegend, San Diego, CA, USA) and 7-AAD^−^ CD45^−^ GFP^+^ cells (collagen-producing cells, fibroblasts) were sorted using FACSAriaII (BD Biosciences, San Jose, CA, USA). To separate macrophages, T lymphocyte, and sinusoidal cells, nonparenchymal cells were stained with antibodies against CD45, F4/80 (BM8), CD11b (M1/70), CD4 (GK1.5), CD11c (N418), and CD146 (ME-9F1) (Biolegend, San Diego, CA, USA), and sorted using FACSAriaII.

### RNA sequencing analysis

Total RNAs were extracted from pooled HSCs and fibroblasts of 3–5 mice using the PureLink RNA Micro Kit (three samples per each group). Total RNAs were amplified using a SMARTer Ultra Low Input RNA Kit for Sequencing (Clontech, Mountain View, CA, USA). RNA-seq libraries were prepared according to the manufacturer’s protocol (Illumina, San Diego, CA, USA). Libraries were single-endsequenced on a GAIIx sequencer (Illumina, San Diego, CA, USA). Reads were aligned to the mm10 mouse genome using STAR. Aligned read files were analyzed using HOMER (http://homer.ucsd.edu/homer/) to calculate the reads per kb per million mapped reads (RPKM) of RefSeq genes^49^. Expression levels were compared with genes whose average RPKM values over 100, and GO analysis was performed using DAVID Bioinformatics Resources 6.8 and GeneSpring software (Agilent Technologies, Palo Alto, CA, USA).

### Cell culture

Isolated HSCs were seeded on collagen-coated plates in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) (Biowest, Nuaille, France). After overnight incubation, cells were treated with recombinant TGFβ (10 ng/ml), lipopolysaccharide (10 ng/ml) and bovine serum albumin-conjugated fatty acids: palmitate (100–500 μM), laurate (200 μM), oleate (200 μM) for 24 hours. Human hepatic stellate cell line LX2 were purchased from Merck Millipore (Darmstadt, Germany) and human hepatocellular carcinoma cell line HepG2 were purchased from RIKEN BioResource Center (Ibaraki, Japan). Both cell lines were treated with recombinant human FGF9 protein (1 or 10 ng/mL, R& D Systems, Minneapolis, MN, USA) for 24 hours after serum deprivation.

### Immunocytochemistry of primary HSCs

Primary HSCs were seeded on chambered coverglasses (Nunc LAB-TEK chamber slide system, ThermoFischer Scientific, Waltham, MA, USA) and stimulated as indicated. Cells were fixed with 4% parafolmaldehyde and treated with 0.2% Triton X-100. After blocking with 5% goat serum, cells were stained anti-FGF9 antibody (ab71395, Abcam).

### Construction of FGF9-overexpressed LX2

The entire coding sequence of human FGF9 was amplified by FGF9 Human Tagged ORF Clone (RC210242, Origene, Rockville, MD, USA) using the primer pair set below; 5′-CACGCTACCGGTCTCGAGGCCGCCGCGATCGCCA-3′ (forward) and 5′-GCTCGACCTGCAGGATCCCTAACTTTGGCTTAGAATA-3′ (reverse). FGF9- and GFP (control)-overexpressed LX2 cell lines were produced using lentiviral vector as previously described (FGF9- and control-LX2, respectively)^18^. The FGF9 concentration of the supernatants of these cells was measured by FGF9 Human ELISA Kit (RayBiotech, Norcross, GA, USA) according to the manufacture’s protocol.

### RNA **extraction** and quantitative Real-Time PCR

Total RNA was extracted from the livers or cultured cells using Sepasol reagent or PureLink RNA Micro Kit (Invitrogen, Carlsbad, CA, USA). Quantitative real-time PCR was performed with the StepOnePlus Real-time PCR System using the Fast SYBR Green Master Mix Reagent (Applied Biosystems, Foster City, CA, USA) as previously described^19^. Primers used in this study are listed in Table S2. Data were normalized to 36B4 (mouse) or GAPDH (human) levels and analyzed using the comparative CT method.

### Western blotting analysis

The liver was lysed in tissue lysis buffer (2% SDS, 4M urea, 1 mM EDTA, 150 mM NaCl, 50 mM Tris pH 8.0) supplemented with Protease Inhibitor Cocktail (Merck, Darmstadt, Germany). Proteins were separated by SDS-PAGE and immunoblotted with anti-FGF9 antibody (diluted 1:1000, ab206408, Abcam, Cambridge, UK) and anti-α-Tubulin antibody (diluted 1:1000, #2144, Cell Signaling Technology, Danvers, MA, USA). Immunoblots were detected and analyzed with ECL Prime Western Blotting Detection Reagent and ImageQuant LAS 4000 mini (GE Healthcare, Little Chalfont, UK).

### **siRNA** transfection

Human FGF9-targeting siRNA and non-targeting siRNA were purchased from GE Healthcare Dharmacon (M-011660-01-0005 and D-001206-13-05, Lafayette, CO, USA). siRNAs were transfected to Control-LX2 and FGF9-LX2 according to the manufacture’s protocol. The transfection efficiency was determined by measurement of mRNA expression levels and secreted protein levels in culture media.

### Cell proliferation assay

LX2 or HepG2 (4 × 10^3^ cells) was seeded in 96-well microplates, and treated with recombinant human FGF9 (10 ng/mL). After 96-hour incubation, Cell Proliferation Reagent WST-1 solution (Merck, Darmstadt, Germany) was added, and the plates were incubated at 37 °C for 4 hour. The plates were analyzed using a Microplate Reader (Bio-Rad, Barkeley, CA, USA) at 450 nm with the reference wavelength set at 595 nm.

### Cell migration assay

Transwell cell migration assay was performed using BioCoat Control Inserts with 8.0 µm PET Membrane (Corning, New York, NY, USA). LX2 (1 × 10^4^ cells) or HepG2 (2.5 × 10^4^ cells) were seeded onto the control insert in serum-free medium with or without recombinant FGF9 at a dose of 1 or 10 ng/ml. Cells were incubated with medium containing 2% FBS in the lower chamber for 24 hours. After removal of non-migrating cells on the upper surface of the membrane using cotton swabs, the cells migrated into the lower surface of the membrane were stained with Diff-Quik (Sysmex, Hyogo, Japan) and counted using a microscope in nine visual fields of each sample.

### Apoptosis assay

Caspase-3/7 activity after the induction of apoptosis was measured using Caspase-Glo 3/7 assay (Promega, Madison, WI, USA) as previously described^50^. Cell apoptosis was induced by serum starvation for 48 hours in LX2 cells or anti-Fas antibody (100 ng/mL, SY-001, MBL, Aichi, Japan) for 24 hours in HepG2 cells.

### *In vivo* studies with a subcutaneous tumor xenograft model

HepG2 (2 × 10^5^ cells) and control-LX2 or FGF9-LX2 (1 × 10^6^ cells) were mixed with Matrigel (BD Biosciences, San Jose, CA, USA) and subcutaneously injected into each flank of NOD/ShiJic-*scid*Jcl mice. The length and width of the xenograft tumors were measured once a week, and the tumor volume was calculated as 0.5 × (major axis) × (minor axis)^2^.

### Statistics

Data are presented as mean ± SEM, and *P* < 0.05 was considered statistically significant. Statistical analysis was performed using analysis of variance followed by Tukey-Kramer test. Two-tailed unpaired Student’s *t* test was used to compare two groups.

### Study approval

All animal experiments were conducted in accordance with the guidelines for the care and use of laboratory animals of Tokyo Medical and Dental University. The protocols were approved by the Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (No. 2015-008C, G2018-078A, A2017-111A, A2018-158A and A2019-172A).

## Supplementary information

Supplementary information

## Data Availability

The RNA-seq datasets generated during the current study are available in Gene Expression Omnibus (GEO) of NCBI with the accession number GSE134512 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134512, token: qrgzacaerhcptqp).

# Supplementary material for: Upregulation of cancer-associated gene expression in activated fibroblasts in a mouse model of non-alcoholic steatohepatitis
**Source:** Sci Rep. 2019 Dec 20;9:19601. doi: 10.1038/s41598-019-56039-0
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

### Upregulation of cancer-associated gene expression in activated fibroblasts in a mouse model of non-alcoholic steatohepatitis

Masahiro Asakawa<sup>1</sup>, Michiko Itoh<sup>2,3,4\*</sup>, Takayoshi Suganami<sup>4,5\*</sup>, Takeru Sakai<sup>1</sup>, Sayaka Kanai<sup>1</sup>, Ibuki Shirakawa<sup>2,4</sup>, Xunmei Yuan<sup>1</sup>, Tomomi Hatayama<sup>6</sup>, Shu Shimada<sup>7</sup>, Yoshimitsu Akiyama<sup>7</sup>, Katsuhito Fujiu<sup>8</sup>, Yutaka Inagaki<sup>9</sup>, Ichiro Manabe<sup>10</sup>, Shoji Yamaoka<sup>11</sup>, Tetsuya Yamada<sup>1</sup>, Shinji Tanaka<sup>7</sup>, Yoshihiro Ogawa<sup>4,6,12,13\*</sup>

<sup>1</sup>Department of Molecular Endocrinology and Metabolism, Graduate School of Medical and Dental Sciences, Tokyo Medical and Dental University, Tokyo, Japan; <sup>2</sup>Department of Organ Network and Metabolism, Graduate School of Medical and Dental Sciences, Tokyo Medical and Dental University, Tokyo, Japan; <sup>3</sup>Kanagawa Institute of Industrial Science and Technology, Kawasaki, Japan; <sup>4</sup>Department of Molecular Medicine and Metabolism, Research Institute of Environmental Medicine, Nagoya University, Nagoya, Japan; <sup>5</sup>Department of Immunometabolism, Nagoya University Graduate School of Medicine, Nagoya, Japan; <sup>6</sup>Department of Medicine and Bioregulatory Science, Graduate School of Medical Sciences, Kyushu University, Fukuoka, Japan; <sup>7</sup>Department of Molecular Oncology, Graduate School of Medical and Dental Sciences, Tokyo Medical and Dental University, Tokyo, Japan; <sup>8</sup>Department of Advanced Cardiology, Graduate School of Medicine, The University of Tokyo, Tokyo, Japan; <sup>9</sup>Center for Matrix Biology and Medicine, Graduate School of Medicine, Tokai University, Isehara, Japan; <sup>10</sup>Department of Disease Biology and Molecular Medicine, Chiba University Graduate School of Medicine, Chiba, Japan; <sup>11</sup>Department of Molecular Virology, Tokyo Medical and Dental University, Tokyo, Japan; <sup>12</sup>Department of Molecular and Cellular Metabolism, Graduate School of Medical and Dental Sciences, Tokyo Medical and Dental University, Tokyo, Japan; <sup>13</sup>Japan Agency for Medical Research and Development, CREST, Tokyo, Japan.

**Supplementary Table S1. Gene list upregulated in NASH-fib compared with HSCs and CCl<sub>4</sub>-fib.**

| Accession No. | Gene name     | Log2 fold change<br>(NASH-fib vs HSC) | Log2 fold change<br>(NASH-fib vs CCl <sub>4</sub> -fib) |
|---------------|---------------|---------------------------------------|---------------------------------------------------------|
| NM_147093     | Olfir558      | 4.74                                  | 1.38                                                    |
| NM_009814     | Casq2         | 4.67                                  | 1.80                                                    |
| NM_001290711  | Ebfl          | 4.42                                  | 1.96                                                    |
| NM_010809     | Mmp3          | 4.37                                  | 2.47                                                    |
| NM_053106     | Lmod1         | 4.23                                  | 1.00                                                    |
| NM_009675     | Aoc3          | 4.22                                  | 1.10                                                    |
| NM_026142     | 3632451O06Rik | 4.01                                  | 1.51                                                    |
| NM_008318     | Ibsp          | 3.91                                  | 4.05                                                    |
| NM_009610     | Actg2         | 3.89                                  | 1.02                                                    |
| NM_026056     | Cap2          | 3.89                                  | 1.39                                                    |
| NM_010095     | Ebf2          | 3.87                                  | 1.63                                                    |
| NM_130866     | Olfir78       | 3.86                                  | 1.56                                                    |
| NM_178681     | Dgkb          | 3.86                                  | 2.62                                                    |
| NM_144854     | Map3k7cl      | 3.81                                  | 2.48                                                    |
| NM_001313753  | Map7d2        | 3.75                                  | 1.89                                                    |
| NM_177906     | Opcml         | 3.66                                  | 2.91                                                    |
| NM_080846     | Higd1b        | 3.60                                  | 1.34                                                    |
| NM_010934     | Npy1r         | 3.48                                  | 2.26                                                    |
| NM_145136     | Myocd         | 3.43                                  | 1.37                                                    |
| NM_001002927  | Penk          | 3.42                                  | 1.53                                                    |
| NM_013518     | Fgf9          | 3.37                                  | 2.83                                                    |
| NM_013703     | Vldlr         | 3.36                                  | 1.02                                                    |
| NM_011918     | Ldb3          | 3.35                                  | 1.05                                                    |
| NM_010944     | Musk          | 3.30                                  | 2.33                                                    |
| NM_177074     | Slc38a11      | 3.29                                  | 2.45                                                    |
| NM_009135     | Scn7a         | 3.27                                  | 1.80                                                    |
| NM_001081432  | Ptpaq         | 3.25                                  | 2.69                                                    |
| NM_023129     | Pln           | 3.17                                  | 1.36                                                    |
| NM_001310677  | Bmp3          | 3.11                                  | 4.78                                                    |
| NM_001122756  | Corin         | 3.09                                  | 1.43                                                    |
| NM_031169     | Kcnmb1        | 3.09                                  | 1.52                                                    |
| NM_010818     | Cd200         | 3.04                                  | 1.59                                                    |
| NM_001286653  | Rcan2         | 3.02                                  | 1.71                                                    |
| NM_053191     | Pi15          | 2.99                                  | 2.73                                                    |
| NM_016711     | Tmod2         | 2.94                                  | 1.69                                                    |
| NM_146010     | Tspan8        | 2.94                                  | 1.73                                                    |
| NM_001290435  | Gabrq         | 2.92                                  | 2.04                                                    |
| NM_028903     | Scara5        | 2.89                                  | 1.42                                                    |
| NM_018881     | Fmo2          | 2.85                                  | 2.18                                                    |
| NM_008365     | Il18r1        | 2.84                                  | 1.45                                                    |
| NM_001309233  | Lrrc31        | 2.84                                  | 4.05                                                    |
| NM_001114385  | Chrdl1        | 2.76                                  | 3.84                                                    |
| NM_138674     | Pkhd111       | 2.75                                  | 1.08                                                    |
| NM_001204202  | Spp1          | 2.73                                  | 2.08                                                    |
| NM_011311     | S100a4        | 2.71                                  | 1.56                                                    |

|              |          |      |      |
|--------------|----------|------|------|
| NM_176837    | Arhgap18 | 1.16 | 1.97 |
| NM_001170537 | Mef2c    | 1.15 | 1.66 |
| NM_027924    | Pdgfd    | 1.14 | 1.39 |
| NM_206958    | Ltbp1    | 1.12 | 1.54 |
| NM_001163645 | Osbp13   | 1.12 | 1.72 |
| NM_026346    | Fbxo32   | 1.11 | 1.25 |
| NM_009848    | Entpd1   | 1.10 | 2.13 |
| NM_198111    | Akap6    | 1.10 | 1.61 |
| NM_016719    | Grb14    | 1.08 | 1.66 |
| NM_018761    | Ctnnal1  | 1.08 | 1.05 |
| NM_001130513 | Ace2     | 1.07 | 2.19 |
| NM_019397    | Egfl6    | 1.06 | 1.02 |
| NM_201411    | Flrt1    | 1.06 | 1.88 |
| NR_003966    | Atp10d   | 1.06 | 1.53 |
| NM_025626    | Fam107b  | 1.06 | 1.66 |
| NM_022032    | Perp     | 1.05 | 1.56 |
| NM_021342    | Kcne4    | 1.04 | 1.53 |
| NM_001012324 | Ecm2     | 1.03 | 2.07 |
| NM_013598    | Kitl     | 1.03 | 1.42 |
| NM_172563    | Hlf      | 1.02 | 1.19 |
| NM_010576    | Itga4    | 1.02 | 2.78 |

**Supplementary Table S2. Primers used in this study.**

| Gene name      | Primer  | Sequence                       | Product size (bp) |
|----------------|---------|--------------------------------|-------------------|
| 36B4 (mouse)   | forward | 5'-GGCCCTGCACTCTCGCTTTC-3'     | 124               |
|                | reverse | 5'-TGCCAGGACGCGCTTGT-3'        |                   |
| GAPDH (human)  | forward | 5'-TGGGTGTGAACCATGAGAAG-3'     | 76                |
|                | reverse | 5'-GCTAAGCAGTTGGTGGTGC-3'      |                   |
| Fgf9 (mouse)   | forward | 5'-ACTCTACCTCGGCATGAACGA-3'    | 145               |
|                | reverse | 5'-TCTCCTTCCGGTGTCCACAT-3'     |                   |
| FGF9 (human)   | forward | 5'-GAAAGACCACAGCCGATTG-3'      | 99                |
|                | reverse | 5'-TTCATCCCGAGGTAGAGTCC-3'     |                   |
| IL1A (human)   | forward | 5'-TGGTAGTAGCAACCAACGGGA-3'    | 215               |
|                | reverse | 5'-ACTTTGATTGAGGGCGTCATTC-3'   |                   |
| IL1B (human)   | forward | 5'-TCCTGCGTGTTGAAAGATGATAA-3'  | 67                |
|                | reverse | 5'-TTGGGTAATTTTGGGATCTACACT-3' |                   |
| CCL2 (human)   | forward | 5'-GATCTCAGTGCAGAGGCTCG-3'     | 153               |
|                | reverse | 5'-TGCTTGTCAGGTGGTCCAT-3'      |                   |
| CXCL8 (human)  | forward | 5'-TTTTGCCAAGGAGTGCTAAAGA-3'   | 194               |
|                | reverse | 5'-AACCCTCTGCACCCAGTTTTTC-3'   |                   |
| COL1A1 (human) | forward | 5'-GGTCAGATGGGCCCCCG-3'        | 86                |
|                | reverse | 5'-GCACCATCATTTCCACGAGC-3'     |                   |
| TGFB1 (human)  | forward | 5'-CGACTCGCCAGAGTGGTTAT-3'     | 86                |
|                | reverse | 5'-GGCGAAAGCCCTCAATTTCC-3'     |                   |

## Supplementary Figures

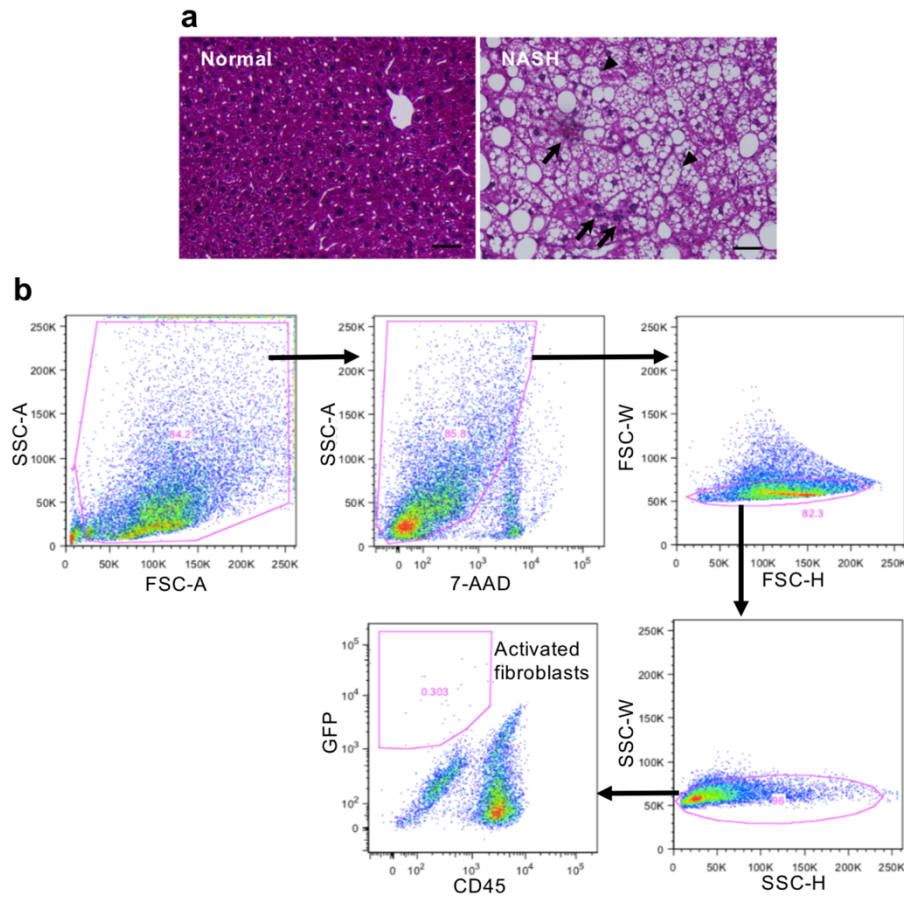

**Supplementary Figure S1. Histological analysis of the livers from MC4R-KO mice crossed with Col1a2-GFP transgenic mice fed WD for 20 weeks.**

(a) Representative images of HE staining of the livers. Normal, wild-type (WT) mice fed standard diet (SD); NASH, Col1a2-GFP Tg MC4R-KO mice fed Western diet (WD) for 20 weeks. Arrows, inflammatory cell infiltration; arrowheads, ballooning degeneration. Scale bars, 50  $\mu$ m. (b) Gating strategy for identification of GFP-positive activated fibroblasts in non-parenchymal cells determined by flowcytometry.

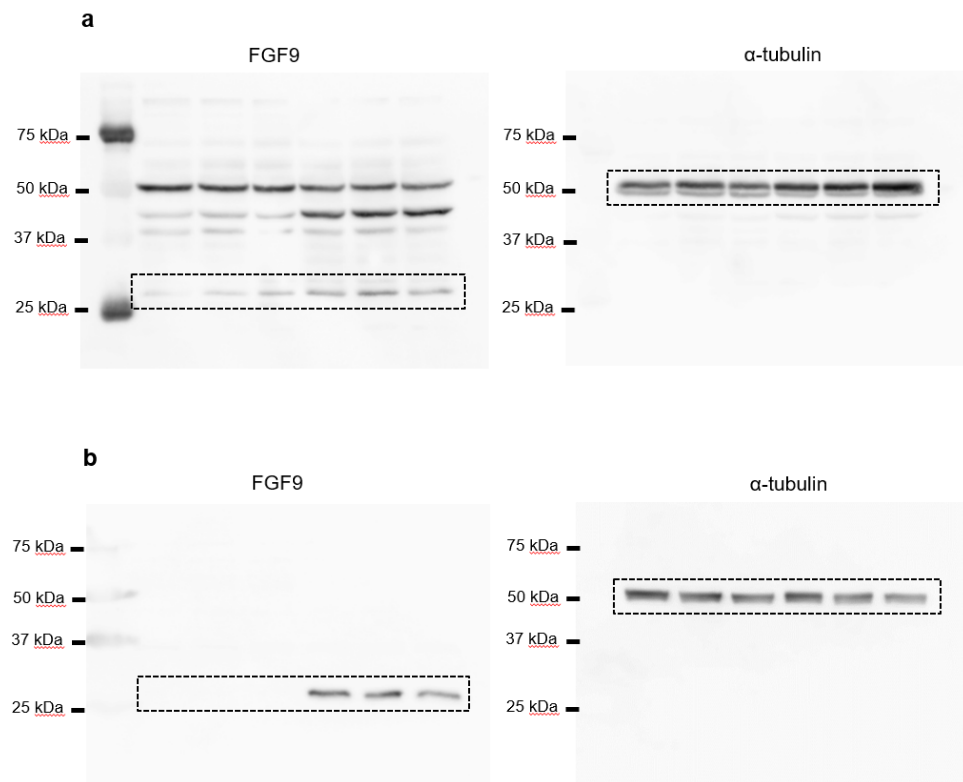

**Supplementary Figure S2. Uncropped Western blots.**

Uncropped Western blots for Fig. 3b (a), and Fig. 4b (b). Boxes indicate cropped area.

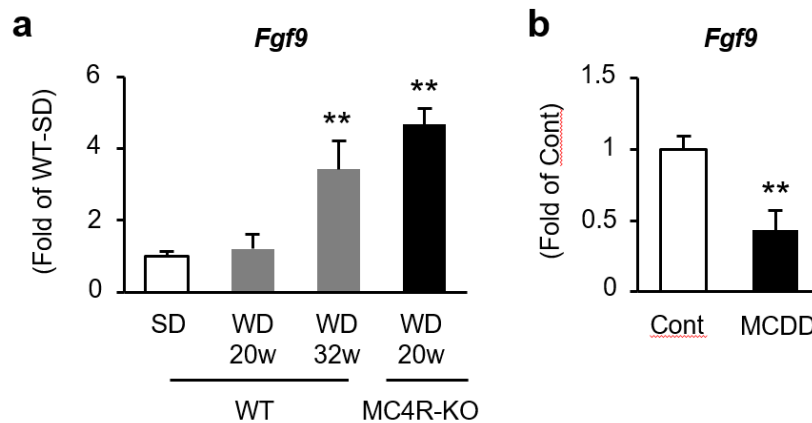

**Supplementary Figure S3. *Fgf9* mRNA expression in livers from different NASH models.**

(a) mRNA expression levels in livers from wild-type and MC4R-KO mice fed WD for indicated periods. \*\*  $P < 0.01$  vs. WT-SD.  $n = 6$ . (b) mRNA expression levels in methionine and choline-deficient diet (MCDD) model. Cont, wild-type mice fed control diet; MCDD, wild-type mice fed MCDD for 8 weeks. \*\*  $P < 0.01$  vs. Cont.  $n = 6$ .

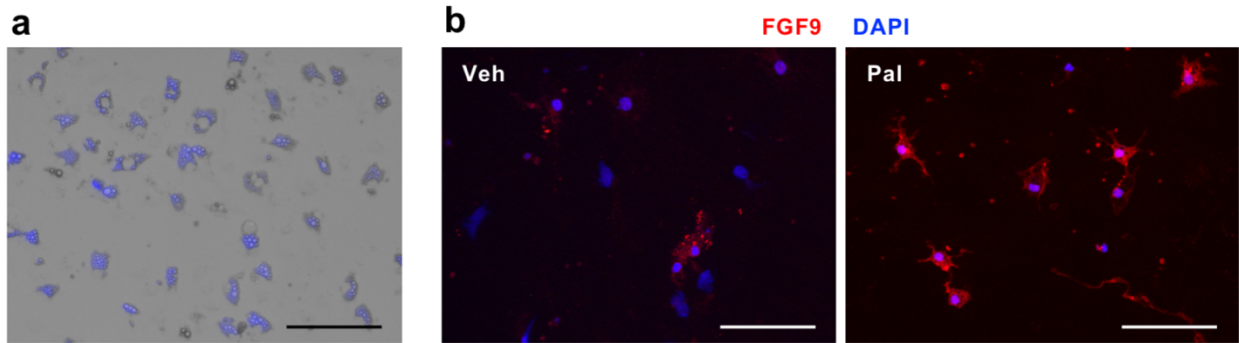

**Supplementary Figure S4. FGF9 immunocytochemistry of primary HSCs treated with palmitate.**

(a) The representative image of isolated HSCs before palmitate treatment showing the autofluorescence excited by UV light merged with bright field. (b) Primary HSCs were treated with palmitate (500  $\mu$ M) for 24 hours, and stained with FGF9 antibody. FGF9 immunocytochemistry was performed twice, and the representative images were indicated. Veh, vehicle; Pal, palmitate. Scale bars, 100  $\mu$ m.

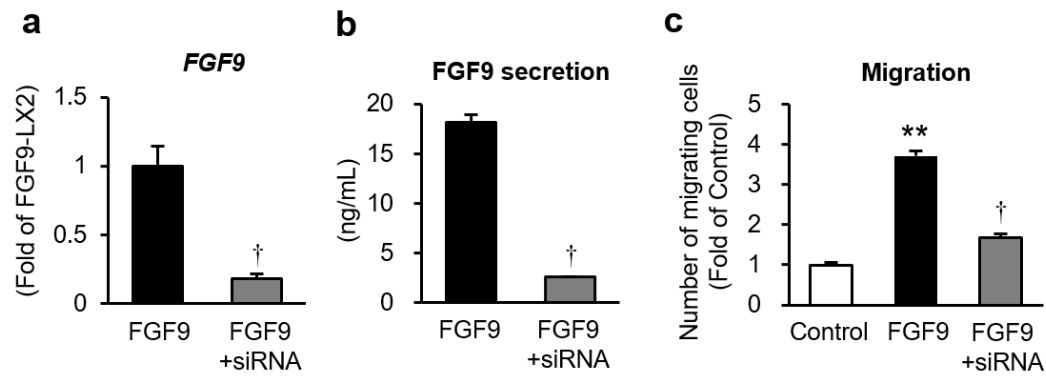

**Supplementary Figure S5. FGF9 enhances cell migration in stably FGF9-overexpressed LX2 cells.**

Knockdown efficiency by siRNA in FGF9-LX2 evaluated by *FGF9* mRNA expression levels (a) and FGF9 secretion into culture supernatants (b). (c) Migration activity of FGF9-LX2 cells and the effect of FGF9 knockdown. \*\*  $P < 0.01$  vs. control-LX2. †  $P < 0.01$  vs. FGF9-LX2.  $n = 4$ . Data represent mean  $\pm$  SEM.

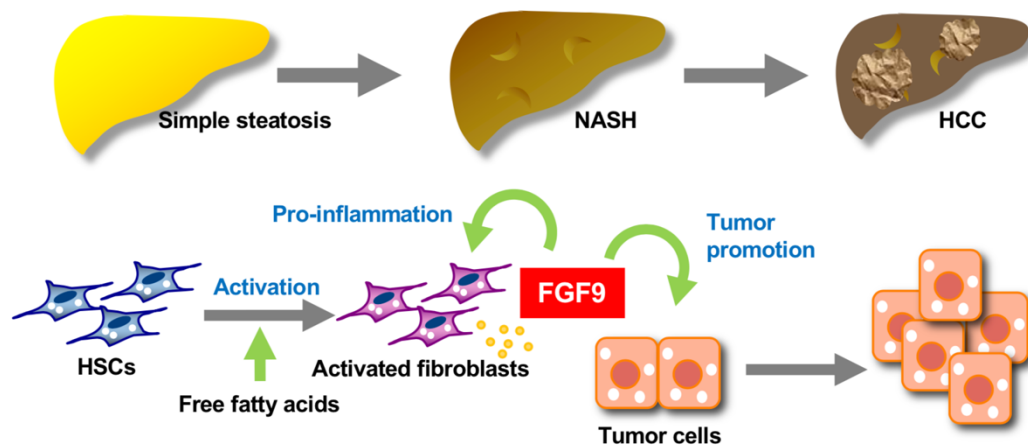

**Supplementary Figure S6. Graphical summary.**

NASH, non-alcoholic steatohepatitis; HCC, hepatocellular carcinoma; HSCs, hepatic stellate cells; FGF9, fibroblast growth factor 9.

How the deposited data were processed for this re-analysis (not part of the article)

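The re-analysis used the 9 libraries of the RNA sequencing experiment, 3 each of HSCs from untreated livers, CCl4-fib and NASH-fib, each made from cells pooled from 3 to 5 mice. The other experiments of the paper (qPCR, Western blotting, histology, culture and xenografts) have no values in the file and were not analysed here. Genes of the Y chromosome were read in every library, with 829 to 3144 reads on Ddx3y, and Xist had at most 4 reads, so all pools held cells of male mice.

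The values in the file deposited by the authors are a signal per gene and library, made from SMARTer-amplified single-end reads that the authors aligned to mm10 with STAR and counted with HOMER. By the commands in the file header, reads of either strand on the exons of RefSeq genes were counted, with at most 3 reads per position and the transcripts of a gene condensed to 1 entry, and a normalization for DESeq2 was applied to 10 libraries, of which the tenth, of another group, is not among the columns. The file lists 24453 genes and 9 columns of values, 0 of which were left unused. Every library sums to about 4471991, and dividing its values by the value of 1 read gave whole reads for 100% of them, so the reads behind each value were recovered. A gene with 3 reads or fewer in every library of a group was treated as being at the floor there, a value of 2.38 to 4.37, and a fold against such a group was computed against the floor and given as a lower bound. The 10 genes with the most reads held between 3.1% and 4.3% of a library. No library was a copy of another, the chi-square statistic per gene between pairs running from 19.7 to 108.1.

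The test had been set as edgeR's quasi-likelihood test for a file of counts and as limma on log2(value + 1) for any other unit. Since the values are not counts, limma was used, on genes kept by edgeR's filterByExpr (minimum count 10, applied to the recovered reads), with 1 fit over the 3 groups, a prior spread that follows the mean and a pseudocount of 1. P-values were adjusted by the Benjamini-Hochberg method over the 13651 genes kept. A gene was called at a log2 fold change of at least 1 in size and an adjusted p under 0.05. The comparisons were NASH-fib against HSCs, NASH-fib against CCl4-fib and CCl4-fib against HSCs. Clustering and principal components used log2(value + 1) of the same genes in place of log2 CPM, which was kept as an alternative with a prior count of 2. The filter on an average over 100 that the methods of the paper name was to be applied only in a form that at least 95% of the genes of Supplementary Table S1 pass, and neither the average RPKM nor the average value over all libraries, the forms set for this, met it. An average value over 100 in NASH-fib alone is passed by all 164 genes. This form was found after seeing the data and was tried as an alternative.

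Gene lists were written by hand from general knowledge and are not downloads of KEGG or GO, whose enrichment analyses by DAVID were not repeated. They hold genes of the 'pathways in cancer', of lipid metabolism, of extracellular matrix and cell adhesion, and of complement and coagulation. Their members among the called genes were compared with the tested genes by a one-sided Fisher's exact test, adjusted over 8 tests of 4 lists in 2 comparisons, with camera (inter-gene correlation 0.01), camera with an estimated correlation, and fry beside it. The nearest Reactome sets came from the fgsea package. Lists of markers were written for hepatocytes, sinusoidal endothelial cells, macrophages, lymphocytes, neutrophils, cholangiocytes, smooth muscle, mesothelial cells, portal fibroblasts, activated fibroblasts, quiescent stellate cells, proliferating cells and sex. Of the gene labels of Fig. 1e, a pair that is not legible in full, Tm4sf and BC03803, was left out.

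The genes named were set by a rule. It took Fgf9, each gene that the study names in its text, in Fig. 1e or as a mouse primer target, the knocked-out gene, and Col1a1, Col1a2 and Acta2. For each comparison it added the 5 called genes with the largest change in each direction whose replicates do not overlap, the 5 largest called genes of the cancer and lipid lists, and the cell type markers. Of the genes that the rule selects, 1 is not reported here. Genes named outside this rule, chosen after their values were seen, are Col4a3, Rasgrp1 and Wnt2b.

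The alternatives were DESeq2 with its size factors, with and without a normal prior on fold changes, edgeR's quasi-likelihood test, upper-quartile normalization, no filter on low counts, filters on the average RPKM or value, a fit on the 2 groups compared only, blocks for the replicate number or the date in the labels, other pseudocounts and priors, a correction for GC content and length, the level of hepatocyte markers as a term, other gene sets, and each library left out in turn. GC content was that of a single GENCODE transcript matched to each RefSeq entry, for 23886 genes (97.7% of all and 98.5% of those kept). The correction took smooth curves on GC content and then on length, fitted with limma's loessFit, out of each library.

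The steps were tested on simulated data built on the recovered reads, in which 198 of 13520 tested genes had been changed by a log2 fold change of 3. limma recovered 143 of them (72.2%) with 7 other calls (4.7% of its calls), 0 in the wrong direction, and it made 0 calls in a comparison without changes, where 665 genes had a log2 fold change of at least 1 in size at an unadjusted p under 0.05. edgeR recovered 137 (69.2%), DESeq2 179 (90.4%), with 19.7% of its calls on unchanged genes, and limma with a replicate block 129 (65.2%).

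R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with bedtools 2.31.1.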

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

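Of the tests below, those of a single lower share of fibroblasts, of smooth muscle cells, of cholangiocytes and of shared HSC libraries were chosen only after the result was seen.

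The paper does not report markers of other liver cells in the sorted fibroblasts, and they were higher in NASH-fib than in CCl4-fib. Over 59 tested markers of hepatocytes, sinusoidal endothelial cells, macrophages, lymphocytes and neutrophils, the median log2 fold change was 3.08, and 55 of the 59 were above 0. By list the median was 2.6 for hepatocytes (7 of 15 genes called higher), 3.05 for sinusoidal endothelial cells (12 of 15 called), 1.05 for macrophages (5 of 15 called, 1.66 with genes at the floor set to their bound), 3.30 for lymphocytes (2 of 6 called, 2.92 at the bound) and 5.14 for neutrophils (5 of 8 called, 5.05 at the bound). The abundant transcripts of these cells mostly moved the same way, with log2 fold changes of 3.08 for Alb, 3.42 for Fga, 3.04 for Lyz2, 4.03 for Clec4g, 6.00 for S100a8 and 5.71 for S100a9, while Trf (-0.91), Apoa1 (-1.25) and Cd74 (-1.25) did not, and Trf shares its reads with an overlapping gene. Alb had a value of 11630 in HSCs, 708 in CCl4-fib and 8193 in NASH-fib. Against HSCs the medians in CCl4-fib were -3.25 for hepatocyte, -5.48 for sinusoidal endothelial, -3.37 for macrophage, -1.89 for lymphocyte (-1.47 at the bound) and -1.98 for neutrophil markers (-1.74 at the bound), and in NASH-fib they were -0.71, -2.73, -2.05, 1.53 and 3.40 in the same order, with 0 markers of the 5 lists called higher than in HSCs. In HSCs, 15 of the hepatocyte, 15 of the macrophage, 14 of the sinusoidal endothelial, 2 of the neutrophil and 0 of the lymphocyte markers had a mean value over 100, so most of these genes were read in that population as well. No gene of the 5 lists is in another list of markers, in Supplementary Table S1 or in Fig. 1e. The counts rested on single libraries. Without CCl4-fib replicate 2, 1 neutrophil and 4 sinusoidal endothelial markers were called, without NASH-fib replicate 3 also 1 and 4, and without CCl4-fib replicates 1 or 3, 2 neutrophil markers, while a block for the date left 3 neutrophil markers. The median over all 59 markers stayed between 2.54 and 3.25 in the 9 fits that each left out 1 library.

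Of the technical trends, only GC content and length were tested for these markers. After the correction for GC content and length the median was 3.02, so these do not account for it. A single lower share of fibroblasts in NASH-fib would raise all lists alike, whereas the list medians spanned 4.09. Of 10000 random deals of the markers to the lists, a share of 2e-04 gave medians as far apart. The deals treat markers as independent, although those of a cell type can vary together between pools. The mean level of the neutrophil list, for instance, was 3.34, 7.67 and 5.88 in NASH-fib replicates 1, 2 and 3. The deals therefore cannot exclude a single lower share of fibroblasts. Also open is a different amount of each cell type, or of its free RNA, in the sorted fractions. It may come from the sorting or from the livers, since the NASH livers were infiltrated by inflammatory cells. Neither was tested. With the level of hepatocyte markers as a term the median over all 59 markers fell to 0.94, but that term follows the groups.

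Against HSCs, 13 of 15 smooth muscle markers were called higher in NASH-fib and 13 also in CCl4-fib, which the paper does not discuss. The median log2 fold change in NASH-fib was 7.09 (5.81 with the 8 genes at the floor in HSCs set to their bound), and the mean level of the list ran from 2.27 to 2.59 in HSC libraries, from 7.12 to 8.80 in CCl4-fib and from 8.16 to 9.63 in NASH-fib. Myh11 rose from a value of 88.8 in HSCs to 4354 in CCl4-fib and 7855 in NASH-fib, and Actg2 by a log2 fold change of 8.44 in NASH-fib. The study picked 9 of the 15 genes for Supplementary Table S1 and 1 for Fig. 1e on these libraries, and 1, Mylk, had a mean value over 100 in HSCs. Smooth muscle cells among the sorted cells are a candidate explanation. In that case the markers would vary together between the libraries of a group, and across the 6 fibroblast libraries the deviations of the markers from their group means had a mean correlation of 0.61, against 0.03 for mesothelial and 0.09 for activated fibroblast markers. A share of 8e-04 of 10000 random lists of genes with the same expression reached this. A contractile program that fibroblasts switch on to different degrees would also give shared variation, so activation of fibroblasts, which the design names, stays open beside it. In each of the 9 fits that left out 1 library, 13 markers were called.

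Of 11 tested cholangiocyte markers, 10 were called higher in NASH-fib than in HSCs, with a median log2 fold change of 4.60 (3.44 at the bound). The mean level of the list ran from 1.05 to 1.95 in HSC, from 2.66 to 3.45 in CCl4-fib and from 4.63 to 5.13 in NASH-fib libraries. Krt19 rose by a log2 fold change of 4.75 against HSCs and fell by 3.00 against CCl4-fib, where 6 other markers were called higher. Supplementary Table S1 holds 1 of the markers, and 0 had a mean value over 100 in HSCs. Without NASH-fib replicate 3, 6 markers were called, and with a block for the date 5. Cholangiocytes among the sorted cells may contribute, and the test of shared variation did not bear this out: a share of 0.56 of 10000 random lists varied together as much as the markers, whose mean correlation was -0.02. Since an even share of such cells in all libraries gives no shared variation, cholangiocytes and a rise of these genes in the fibroblasts cannot be told apart for these markers.

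In parts of the comparisons that the paper does not describe, 587 genes were lower in NASH-fib than in HSCs and 2209 were higher in CCl4-fib than in HSCs. Without HSC replicate 1 the first count was 325, and without CCl4-fib replicates 1 and 2 the second was 1404 and 1344. The real grouping gave the most calls of the 10 splits of the 6 libraries in either comparison (1 of 10 splits with as many, the smallest share this design allows), with 1711 genes between NASH-fib and HSCs and 3801 between CCl4-fib and HSCs. The next highest split gave 934 in the first comparison and put HSC replicates 1 and 2 with NASH-fib replicate 1. At an unadjusted p under 0.05 that split gave 3898 genes, more than the 3057 of the real grouping. In the second comparison the other splits gave 0, with 98 to 345 genes at an unadjusted p under 0.05. After the correction for GC content and length the counts were 682 and 2309, which argues against these trends as the whole source. Of the called genes, 895 were higher and 452 lower in both fibroblast groups than in HSCs. Unrelated comparisons simulated with the same HSC libraries shared gave at most 226.2 and 89.1 in 20 draws at the observed list sizes, which argues against the shared libraries as the whole source. HSCs were separated by density gradient centrifugation and the fibroblasts by sorting for GFP, so the isolation method and the state of the cells cannot be told apart in comparisons with HSCs. Activation of the cells stays among the open explanations and was not tested apart from it.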

How the results depend on the processing

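The test for values that are not counts, the thresholds and the genes to name were chosen before the data were examined, as were DESeq2, upper-quartile normalization, the filters on low counts and on an average RPKM or count over 100, the fit on the 2 groups compared, the replicate and date blocks, the other gene sets and the omission of each library. Chosen after seeing the data were edgeR's quasi-likelihood test on the recovered reads, a pseudocount of 5, 1 prior spread for all genes, the correction for GC content and length, the level of hepatocyte markers as a term, and the filter on an average over 100 in NASH-fib. The alternative without a further expression filter coincides with the analysis as reported.

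The 57 extracellular matrix and adhesion genes higher in NASH-fib than in HSCs (11 to 65 under the alternatives) and the rise of Fgf9 over HSCs (6.04 to 8.80) kept their direction and their side of the threshold under each alternative tried. The excess of 'pathways in cancer' genes over HSCs did so in all but 1, the restriction to an average RPKM over 100, and the excess of lipid metabolism genes over CCl4-fib in all but 3. With upper-quartile normalization and with edgeR every count stayed within 1.5 times the reported one. edgeR gave 1095 genes higher and 481 lower than in HSCs and 802 higher and 563 lower than in CCl4-fib, so that 58.8% of the genes called between NASH-fib and CCl4-fib were higher, where limma gave 46.7%, DESeq2 56.7% and upper-quartile normalization 50.9%. These normalizations also moved the median log2 fold change of all genes between NASH-fib and CCl4-fib from -0.111 to 0.142 with edgeR, 0.123 with DESeq2 and -0.01 with the upper quartile, and that between CCl4-fib and HSCs from 0.18 to 0.001 with edgeR, so changes smaller than these shifts depend on the scaling. edgeR called 120 genes against both groups, of which 96 were the same genes.

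With DESeq2's size factors 1518 genes were higher and 1161 lower in NASH-fib than in CCl4-fib, 270 were higher than in both other groups, and 118 genes of Supplementary Table S1 and 8 of the NASH-fib cluster of Fig. 1e were among these. With its prior on fold changes the counts were 1512, 1165, 270, 118 and 8. DESeq2 also made more calls on unchanged genes in the simulated data, and the cause of the difference here was not tested.

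A block for the replicate number left 457 genes lower than in CCl4-fib and 9 'pathways in cancer' genes higher, fewer than the 11.5 given by chance. The numbers do not pair the samples. The deviations of the libraries with the same number from their group means had correlations across genes of -0.20, -0.13 and 0.04 for replicate 1, -0.47, 0 and 0.03 for replicate 2 and 0.51, 0.04 and -0.04 for replicate 3. A block for the date left 549 genes higher and 119 lower than in HSCs, 344 higher and 249 lower than in CCl4-fib, 43 higher than in both, and 1422 higher and 1054 lower in CCl4-fib than in HSCs. It called 31 genes of Supplementary Table S1, 12 of the CCl4-fib and 3 of the NASH-fib cluster of Fig. 1e, and 8 'pathways in cancer' genes against CCl4-fib, where chance gives 8.4. The log2 fold changes of Saa2 and Rplp0 against HSCs turned to -0.48 and -0.03 under it. The dates cost 3 degrees of freedom, and the cause of the lower counts was not tested beyond that.

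The filters on an average counted the calls of the reported fit among fewer genes. Its p-values stayed adjusted over all 13651 tested genes, and no fit was redone on the filtered genes alone. An average RPKM over 100 left 84 genes higher and 57 lower than in HSCs, 81 higher and 96 lower than in CCl4-fib, 5 higher than in both, all of these in Supplementary Table S1 (5 genes), and 216 higher and 132 lower in CCl4-fib than in HSCs. It left 4 genes of the CCl4-fib cluster and 0 of the NASH-fib cluster, of which 2 pass the filter and 0 have an unadjusted p under 0.05 in both comparisons. For the 'pathways in cancer' it left 2 genes against HSCs, where chance gives 1.9, and 1 against CCl4-fib, where chance gives 1.8. An average count over 100 left 552 and 384 genes against HSCs, 386 and 459 against CCl4-fib, 60 higher than in both, 1114 and 929 in CCl4-fib against HSCs, 9 and 2 genes of the clusters, and 11 'pathways in cancer' genes against CCl4-fib, where chance gives 11.1. An average over 100 in NASH-fib left 650 and 210, 407 and 261, 78, and 996 and 781 in the same order, 4 genes of the CCl4-fib cluster, and 11 'pathways in cancer' genes against CCl4-fib, where chance gives 11.4.

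A pseudocount of 5 raised the genes of Supplementary Table S1 to 80. A single prior spread left 14 'pathways in cancer' genes against CCl4-fib, where chance gives 15.0. After the correction for GC content and length, 28 genes of the table, 3 of the NASH-fib cluster and 11 'pathways in cancer' genes (13.9 by chance) were called, and Fgf9 had a log2 fold change of 2.58 against CCl4-fib, short of the threshold. The cause was not tested in these 3 cases. With the level of hepatocyte markers as a term, 0 genes were higher and 0 lower in NASH-fib than in CCl4-fib (715 and 789 at an unadjusted p under 0.05), 0 were higher than in both other groups (172), 0 genes of the table were called (73), 0 and 0 of the clusters (18 and 5) and 0 of lipid metabolism (4). CCl4-fib kept 118 genes higher and 56 lower than HSCs, Fgf9 had a log2 fold change of 1.96 against CCl4-fib, and that of Ano9 turned to -0.23. This term follows the groups, and the median standard error between NASH-fib and CCl4-fib rose from 0.56 to 0.95 with it.

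For 8 of the 9 libraries the nearest other library was of the same group with Spearman correlations, and for 8 with the genes of an average RPKM over 100. It was 9 with log2 CPM.

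Across the 9 fits that each left out 1 library, the genes higher in NASH-fib than in HSCs ran from 880 to 1295 and the lower ones from 325 to 698, the genes higher than in CCl4-fib from 113 to 794 and the lower ones from 72 to 1013, those higher than in both from 23 to 156, and those higher and lower in CCl4-fib than in HSCs from 1344 to 2947 and from 1102 to 1925. Most of the lowest counts came without NASH-fib replicate 3 (113 against CCl4-fib, 23 against both, 10 of the table, 0 of the NASH-fib cluster, where 6 genes have an unadjusted p under 0.05) or without CCl4-fib replicate 2 (4 of the CCl4-fib cluster, 1344 in CCl4-fib against HSCs), and 325 came without HSC replicate 1. The lowest count of genes lower in NASH-fib than in CCl4-fib, 72, was found without CCl4-fib replicate 2, followed by 156 without NASH-fib replicate 3, 195 without CCl4-fib replicate 1, 358 without NASH-fib replicate 1 and 398 without CCl4-fib replicate 3. Genes of Supplementary Table S1 ran from 10 to 73, those of the CCl4-fib cluster from 4 to 19 and of the NASH-fib cluster from 0 to 5. Genes of the 'pathways in cancer' ran from 41 to 58 against HSCs and from 1 to 21 against CCl4-fib, with fewer than chance gives in 7 of the 9 fits (13, 6, 1, 3, 4, 12 and 2 without HSC replicate 1, CCl4-fib replicates 1, 2 and 3 and NASH-fib replicates 1, 2 and 3). Matrix and adhesion genes ran from 49 to 59 and lipid metabolism genes from 0 to 22, with 0 without NASH-fib replicate 3, where chance gives 0.8, and 1 without CCl4-fib replicate 2. Fgf9 ran from 6.72 to 7.99 against HSCs and from 2.50 to 3.42 against CCl4-fib, past the threshold in 4 of the 9 fits, and the libraries nearest to their own group from 6 to 8. Rplp0 against HSCs ran from -0.14, without NASH-fib replicate 2, to 1.65. These fits rest on fewer libraries, and the cause of the changes was not tested.

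Of 144 results for single genes, 50 kept their direction and their side of the threshold under each setting tried on them (21 for 140, 20 for 4) and 94 changed under at least 1. The hepatocyte term changed 82 (81 weaker), the omission of CCl4-fib replicate 2 37, that of NASH-fib replicate 3 35, the date block 28 (26 weaker), and edgeR 8 (7 weaker, 1 stronger).

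Counts of 3 reads or fewer limit the genes at the floor, for which only bounds on a fold can be given, and the limit of 3 reads per position understates the changes of the 277 genes that reach 3 reads per base.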

Differences from the paper's values

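The paper reports 396 genes upregulated in NASH-fib against HSCs, and 1124 were called here. Of the alternatives set before the data were examined, the date block (549) and an average count over 100 (552) came within 1.5 times of the paper's count. The others did not, from 84 with an average RPKM over 100 to 1415 with DESeq2's size factors.

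The paper's log2 fold change of Fgf9 against HSCs in Supplementary Table S1 is 3.37, and it was 7.43 here. For the median of the 164 genes of that table the paper's value is 2.075 and that found here 4.61. None of the alternatives set before the data were examined closed either gap, with values from 6.72 to 8.80 for Fgf9 and from 4.37 to 4.72 for the median. The paper's values against HSCs follow those found here (Pearson's r 0.982 across the 164 genes, which are not independent replicates) at a median ratio of 0.467 (range 0.346 to 0.522), which is neither that of natural logarithms (0.693) nor that of logarithms to base 10 (0.301). With DESeq2 and a normal prior on fold changes r was 0.998 and the ratio 0.479 (0.447 to 0.503). Against CCl4-fib the median ratio was 0.986.

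For the genes higher than in both other groups the paper gives 164 and 120 were called here. A fit without the filter on low counts called 164, of which 47 are in Supplementary Table S1. All 164 genes of the table are called in both comparisons by the paper, and 53 were here. The adjustment over the list alone called 114. Of the other 111, DESeq2 called 65, the omission of HSC replicate 2 23, a fit on the 2 groups compared 21, upper-quartile normalization 14, the omission of HSC replicate 3 12, of CCl4-fib replicate 1 9, of NASH-fib replicate 2 5, of HSC replicate 1 and of NASH-fib replicate 1 4 each, the replicate and date blocks 2 each and the omission of CCl4-fib replicate 3 1. Among the settings chosen after seeing the values, a pseudocount of 5 called 27 of them, edgeR's test 21, the correction for GC content and length 4 and a single prior spread 1. Any of these settings called 70 of the other genes.

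In Fig. 1e the second cluster is selective for NASH-fib, and 5 of its 17 legible genes were called higher than in both other groups here. The adjustment over the list alone called 7. Of the other genes, DESeq2 called 3, the omission of NASH-fib replicate 1 2, and edgeR's test and a pseudocount of 5, both chosen after seeing the values, 1 each.

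The paper finds the 'pathways in cancer' activated in NASH-fib compared with CCl4-fib. Here 18 genes of the hand-written list were higher, where chance gives 16.5, and no setting gave an excess past the threshold. It names Fgf9 as the most upregulated gene of that pathway. Among the called genes of the list, it ranked 1 of 51 against HSCs here and 6 of 18 against CCl4-fib. Under the alternatives its rank against HSCs fell as far as 5, with edgeR. Genes at the floor could be compared only through bounds, and Fgf9 itself was near the floor in HSCs. Its highest rank against CCl4-fib was 3, with a fit on the 2 groups compared, among the alternatives set before the data were examined. It was 2 with a pseudocount of 5, chosen after seeing the values. Among the 6 list genes of Supplementary Table S1, Fgf9 ranked 1 in both comparisons, which does not differ from the paper.

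The tree of Fig. 1e groups the libraries by condition. It shows 2 libraries per group, where the file has 3, and which ones these are is not known, so the trees are not of the same libraries. Over all 9 libraries, NASH-fib replicate 1 stood alone when the tree was divided into 3 clusters, and NASH-fib replicates 2 and 3 joined the CCl4-fib libraries. With Ward linkage and with the genes of the highest variance, both set before the data were examined, the 3 clusters were the 3 groups. With Spearman correlations NASH-fib replicate 1 again stood alone, and with the genes of an average RPKM over 100 it joined HSC replicate 2.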

Other observations

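Of the tests below, those of the date in the labels, of a mislabelled sample, of GC content and length for the lipid, cancer and ribosomal protein genes and for Fgf9, and of the number of reads for the ribosomal protein genes were chosen only after the result was seen.

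NASH-fib replicate 1 and HSC replicate 2 differed from the other libraries of their groups in the same genes. Their deviations from the group means had a correlation of 0.65 across the 13651 tested genes, which are not independent replicates. It was 0.56 after the correction for GC content and length, 0.64 with every library drawn down to the smallest number of reads and 0.64 without the 100 genes with the highest values, so none of these accounts for it. Both carry the same date as CCl4-fib replicate 1, whose deviation had a correlation of at most -0.07 with theirs. For the other pairs of libraries with a shared date it ran from -0.17 to 0.04. These values argue against an effect of the date common to all groups. Since only 1 other library carries this date, an effect on these 2 libraries alone cannot be excluded. A mislabelled sample is also argued against. The quiescent stellate cell markers had a mean log2(value + 1) of 6.72 in NASH-fib replicate 1, within the fibroblast libraries (at most 7.24) and below the HSC libraries (at least 10.21). What the libraries share stays open, and no biological explanation was tested.

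The excess of lipid metabolism genes higher in NASH-fib than in CCl4-fib held after the correction for GC content and length, with 19 genes (adjusted p = 3.43e-08, one-sided Fisher's exact test with Benjamini-Hochberg adjustment; 2e-08 to 1 over the alternatives), which argues against these trends. The count rested on single libraries, with 0 genes without NASH-fib replicate 3 (27 at an unadjusted p under 0.05), 1 without CCl4-fib replicate 2, 6 without CCl4-fib replicate 1 or 3 and 7 without NASH-fib replicate 1. Hepatocyte RNA in the NASH-fib libraries may contribute, since the median log2 fold change of hepatocyte markers was 2.6 and that of the lipid list 0.62, although 0 of the 20 called genes are among the markers. With the level of the hepatocyte markers as a term 0 lipid metabolism genes were called (4 at an unadjusted p under 0.05), but so was no other gene (715 higher at an unadjusted p under 0.05). The term follows the groups, so hepatocyte RNA and a change in the fibroblasts, which the paper proposes, cannot be told apart for these genes.

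The excess of 'pathways in cancer' genes higher in NASH-fib than in HSCs also held after that correction, with 55 genes (adjusted p = 6.85e-06, one-sided Fisher's exact test with Benjamini-Hochberg adjustment; 2.5e-06 to 0.91 over the alternatives), and against CCl4-fib there were 11 (adjusted p = 0.824 from the same test; 0.11 to 1 over the alternatives).

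Log2 fold changes between NASH-fib and CCl4-fib had a Spearman correlation with GC content of -0.46 across genes, against -0.07 between NASH-fib and HSCs. After the correction the log2 fold change of Fgf9 against CCl4-fib was 2.58 in place of 3.04, short of the threshold (adjusted p = 0.0593 from limma with Benjamini-Hochberg adjustment; 1.4e-05 to 0.52 over the alternatives), as it also was in 5 of the 9 fits that each left out 1 library, of CCl4-fib or of NASH-fib replicates 1 and 3. The trend may account for the difference between these values. Since the correction cannot separate a trend of the libraries from one of the conditions, they cannot be told apart for this gene. The paper also measured Fgf9 by qPCR, which was not analysed here. It reports upregulation in isolated activated fibroblasts and a higher level in NASH livers than in CCl4-treated livers.

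The 120 genes higher in NASH-fib than in both other groups share the NASH-fib libraries between the comparisons, and their number fell to 23 without NASH-fib replicate 3, 30 without CCl4-fib replicate 2, 47 without CCl4-fib replicate 3 and 74 without NASH-fib replicate 1. Unrelated comparisons simulated with shared libraries gave at most 67.1 such genes, so the shared libraries do not account for all of them. Of 100 groupings of the 9 libraries drawn from 840, the real one included, 3 gave as many genes. The highest other count, 290, came with the 3 HSC libraries in the place of NASH-fib, a grouping that also follows a real condition. For the calls between NASH-fib and CCl4-fib, 1 of the 10 splits of the 6 libraries, the real one with 1451 genes, gave as many, which is the smallest share this design allows, and the others gave 0, with 74 to 814 genes at an unadjusted p under 0.05.

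Rplp0, which encodes the ribosomal protein 36B4 that the paper used as its reference in qPCR, had a value of 404 ± 382 (SD, n = 3) in HSCs, 4472 ± 268 (SD, n = 3) in CCl4-fib and 687 ± 570 (SD, n = 3) in NASH-fib. Its log2 fold change in NASH-fib was -3.31 against CCl4-fib (standard error 0.87, adjusted p = 0.0376 from limma with Benjamini-Hochberg adjustment) and 0.59 against HSCs (adjusted p = 0.806 from the same test), and it reached 4.16 reads per base, where values flatten. Against CCl4-fib it was -2.79 after the correction for GC content and length, and with 1 library left out it ran from -4.04 to -2.24 and missed the threshold without any 1 of the CCl4-fib libraries, without NASH-fib replicate 1 or 3 and without HSC replicate 1. It also missed the threshold with edgeR (adjusted p = 0.066), with a single prior spread (adjusted p = 0.053) and with the level of hepatocyte markers as a term (adjusted p = 0.42), each with Benjamini-Hochberg adjustment, and over all alternatives this adjusted p ran from 0.0061 to 0.42. Over 78 ribosomal protein genes, chosen as a list after Rplp0 was seen, the median against CCl4-fib was -0.54, with 54 genes below 0 and 12 called lower. The median was -0.22 over the 77 of them with a GC content after the correction, so these trends are a candidate source of that shift, and -0.52 with every library drawn down to the smallest number of reads, which argues against the depth. Of these genes 44 reach 3 reads per base, and their median exonic length is 674 bases, where it is 2838 for all tested genes. Against HSCs the median was -0.04 in NASH-fib and 0.46 in CCl4-fib. A difference in translation between the cells stays open as untested, as do the levels of Rplp0 in the RNA used for qPCR, which was not analysed here.

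Of 61 tested complement and coagulation genes, 20 were higher in NASH-fib than in CCl4-fib, where 3.03 would be by chance (odds ratio 9.59, adjusted p = 2.31e-11, one-sided Fisher's exact test with Benjamini-Hochberg adjustment; 6.8e-18 to 1 over the alternatives). Camera gave an adjusted p of 2.49e-09 with its preset and 0.149 with an estimated correlation, and fry 0.013. Without NASH-fib replicate 3, 3 genes were called, without CCl4-fib replicate 2, 4, without CCl4-fib replicate 1, 7, without NASH-fib replicate 1, 12, and without CCl4-fib replicate 3, 13. Against HSCs 9 were higher, where 5.02 would be by chance (adjusted p = 0.081, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Over the alternatives this adjusted p ran from 0.0077 to 0.31. The excess passed the threshold in 13 of 25 alternatives, DESeq2, edgeR and the correction for GC content and length among them. The list as a whole had a median log2 fold change of -0.806 against HSCs, with 6 genes called lower. Camera (adjusted p = 0.476) and fry (adjusted p = 0.962) gave a decrease there, short of the threshold. Of the matrix and adhesion genes, 12 were higher in NASH-fib than in CCl4-fib, where 6.61 would be by chance (adjusted p = 0.0526, one-sided Fisher's exact test with Benjamini-Hochberg adjustment), and 30 lower, with an adjusted p of 0.0127 for a decrease under camera, 0.234 with an estimated correlation and 0.00923 under fry. Lipid metabolism genes had no excess against HSCs (adjusted p = 0.686, one-sided Fisher's exact test with Benjamini-Hochberg adjustment).

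Quiescent stellate cell markers were lower in NASH-fib than in HSCs, with a median log2 fold change of -3.59 and 13 of 15 genes called, and 0.26 against CCl4-fib. Activated fibroblast markers had medians of 1.71 against HSCs (8 called higher, 2 lower) and -1.05 against CCl4-fib (7 called lower), portal fibroblast markers 4.63 (4.46 at the bound, 10 called) and -0.02, and mesothelial markers 4.50 (11 of 11 called, 3 of them in Supplementary Table S1) and 0.06, with Msln at 5.09 against HSCs. Against HSCs the medians were -2.73 for sinusoidal endothelial (11 called lower), -2.05 for macrophage (4 called lower), -0.71 for hepatocyte, 1.53 for lymphocyte and 3.40 for neutrophil markers. Against CCl4-fib they were 3.40 for cholangiocyte (2.62 at the bound) and 1.34 for smooth muscle markers. Proliferation markers had medians of 0.22 against HSCs and -0.97 against CCl4-fib, and the 4 genes of the Y chromosome 0.47 and 0.73.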
